# Blastomeres of 8-cell mouse embryos differ in their ability to generate embryonic stem cells and produce lines with different transcriptional signatures

**DOI:** 10.3389/fcell.2023.1274660

**Published:** 2023-10-09

**Authors:** Sandra Alonso-Alonso, Anna Esteve-Codina, Beatriz Martin-Mur, Lucia Álvarez-González, Aurora Ruiz-Herrera, Josep Santaló, Elena Ibáñez

**Keywords:** ESCs, epiblast, cell fate, pluripotency, developmental potential

## Abstract

Embryonic stem cell (ESC) derivation from single blastomeres of 8-cell mouse embryos results in lower derivation rates than that from whole blastocysts, raising a biological question about the developmental potential of sister blastomeres. We aimed to assess the ability of 8-cell blastomeres to produce epiblast cells and ESC lines after isolation, and the properties of the resulting lines. Our results revealed unequal competence among sister blastomeres to produce ESC lines. At least half of the blastomeres possess a lower potential to generate ESCs, although culture conditions and blastomeres plasticity can redirect their non-pluripotent fate towards the epiblast lineage, allowing us to generate up to seven lines from the same embryo. Lines originated from the same embryo segregated into two groups according to their transcriptional signatures. While the expression of genes related to pluripotency and development was higher in one group, no differences were found in their trilineage differentiation ability. These results may help to improve our understanding of the ESC derivation process from single blastomeres and cell fate determination in the preimplantation mouse embryos.

## Introduction

Embryonic stem cells (ESC), traditionally derived from the inner cell mass (ICM) of blastocysts (Evans and Kaufman, 1981; Martin, 1981), can also be obtained from single blastomeres (Delhaise et al., 1996; Chung et al., 2006; Klimanskaya et al., 2006; Wakayama et al., 2007; González et al., 2010). This approach allows the generation of ESCs from a single cell, while the remaining embryo maintains its viability (Chung et al., 2008), thus enabling the generation of ESCs from valuable animal and human embryos without the need to destroy them. Alternatively, the separate use of all blastomeres for ESCs derivation, while leading to the destruction of that particular embryo, could allow the generation of multiple ESCs lines from a single embryo, thereby reducing the total number of embryos required to produce various ESCs lines. On the other hand, individual blastomeres from 8-cell embryos have been used to obtain mouse ESCs (mESCs) lines with an expanded potential to generate descendants of both trophectoderm (TE) and ICM. Remarkably, upon introduction into a blastocyst, these expanded potential mESCs lines can contribute both to the embryo proper and to extra-embryonic tissues (Yang et al., 2017).

Currently, the main limitation of using single blastomeres as a source of ESCs is the decreased derivation rate compared to the use of whole embryos, particularly when blastomeres of 8-cell embryos are used. Because ESCs are known to derive from the pluripotent epiblast (EPI) of the preimplantation embryo (Boroviak et al., 2014), this raises a significant biological question about the distribution of developmental potency among sister blastomeres of 8-cell embryos, that is, whether all sister blastomeres maintain their totipotent/pluripotent potential or whether some of the blastomeres are already committed to a non-pluripotent cell fate. In the first case, all blastomeres should be able to generate ESCs lines under the appropriate conditions and technical limitations of the experimental procedure could be the reason behind the failure of some blastomeres to produce ESCs. Therefore, efforts to improve culture conditions to maintain the inherent developmental potential of blastomeres after isolation could be pursued to improve derivation rates. In the second case, some blastomeres could be biologically unable to generate ESCs, therefore strategies other than improving culture conditions would be required to improve derivation rates. So far, up to three and five ESCs lines have been derived from sister blastomeres of human (Taei et al., 2013) and mouse (Hassani et al., 2014a) 8-cell embryos, respectively. However, the low number of embryos used in these studies, which were not aimed at resolving this question, is insufficient to reach a solid conclusion.

During preimplantation development, blastomeres gradually lose their developmental potential as cleavage progresses, and eventually differentiate into three separate lineages. It is widely accepted that the formation of the ICM and TE in the blastocyst is the first lineage segregation in the mammalian embryo (Cockburn and Rossant, 2010), followed by a second segregation where the outer cells of the ICM form the primitive endoderm (PE) and the EPI arises from the inner cells. TE and PE cells will give rise to the extraembryonic tissues whereas pluripotent EPI cells will generate all the cells of the embryo proper. It is still unclear at what developmental stage embryonic cells start to differ in their potential to differentiate into these multiple lineages, but mounting evidence suggests that a developmental bias may already be present in early cleavage-stage blastomeres. In this sense, recent studies have shown that sister blastomeres of 2-cell and 4-cell mouse embryos have unequal capacities to form EPI, PE and TE lineages (Casser et al., 2017; Krawczyk et al., 2021; Maemura et al., 2021). Multicolor lineage tracing has also revealed that sister blastomeres of intact 4-cell embryos display a bias in contributing to either TE or ICM (Tabansky et al., 2013). Additionally, interblastomeric molecular differences in transcriptional profiles, histone modifications and transcription factors kinetics, among others, have been detected as early as the 2-cell stage (reviewed in Bruce, 2013; Boiani et al., 2019; Toyooka, 2020; White and Plachta, 2020), although whether these differences are relevant for subsequent cell fate decisions remains an unresolved question.

Although heterogeneities among blastomeres in cleavage-stage embryos could play a role in cell fate commitment during normal development, it is known that preimplantation embryos are able to adapt to experimental perturbations such as the addition or removal of cells (Tarkowski and Wróblewska, 1967) because of their developmental plasticity. Therefore, even if a developmental bias exists among blastomeres in the intact early embryo, blastomere fate may not yet be irreversibly restricted at pre-compactional stages (Toyooka, 2020) and thus could be experimentally altered. For instance, the isolation of blastomeres from their normal environment could lead to changes in signaling pathways which, in turn, could generate transcriptional and epigenetic alterations, changing cell fate or removing the pre-existing developmental bias. Similarly, the addition of signaling modulators to the culture medium could alter blastomeres’ cell fate. In this sense, some studies with single blastomeres from 4-cell embryos suggest that their plasticity should allow all of them to generate ESCs upon being isolated from the embryo, regardless of whether their cell fate is predetermined in the intact embryo (Geens et al., 2009; González et al., 2011a). On the contrary, blastomeres from 8-cell embryos seem to lean towards a TE fate after isolation (Lorthongpanich et al., 2008), which could explain the low rates of mESCs derivation from these blastomeres (Wakayama et al., 2007; González et al., 2010). Nonetheless, short exposure of blastomeres to a chimeric E-cadherin (González et al., 2011b) or incubation in the presence of 2i (Ying et al., 2008) or R2i (Hassani et al., 2014b) cocktails can increase mESCs derivation rates (Hassani et al., 2014b; Alonso-Alonso et al., 2022).

The aim of this study was to determine whether, under optimized culture conditions that promote pluripotency maintenance and expansion of the EPI cell population, all blastomeres of the 8-cell stage mouse embryo are able to generate mESCs lines, and whether the lines originating from the same embryo have similar characteristics or whether they differ depending on the blastomere from which they originated. To this aim, we first examined the potential of individual sister blastomeres of 8-cell embryos to develop into mESCs lines and precursor cell aggregates containing pluripotent EPI cells. Next, we compared the transcriptional profile of the mESCs lines derived from blastomeres of the same 8-cell embryos and their ability to differentiate into cells of the three primary germ layers. Our findings will help to improve the generation of ESCs from single blastomeres and to better understand the developmental potential of single blastomeres of 8-cell stage embryos and the determination of cell fate during preimplantation embryo development.

## Material and methods

### Animal procedures

Mouse care and procedures were conducted according to the protocols approved by the Ethics Committee on Animal and Human Research of the Universitat Autònoma de Barcelona and by the *Departament d’Agricultura, Ramaderia, Pesca i Alimentació of the Generalitat de Catalunya* (permit numbers 4090 and 9995, respectively).

### Collection and biopsy of embryos

Mouse embryos were obtained from 6 to 12 weeks old B6CBAF1/J females (Charles River Laboratories). Females were induced to superovulate by intraperitoneal injection of 5 IU Pregnant Mare’s Serum Gonadotropin (MSD Animal Health) followed by the injection of 5 IU Human Chorionic Gonatropin (Divasa-Farmavic) 48 h later and mated with B6CBAF1/J males. Oviducts were flushed with HEPES-buffered KSOM medium (H-KSOM) (Biggers et al., 2000) 48 h later to collect 2-cell stage embryos, which were immediately cryopreserved following standard slow-freezing procedures (Costa-Borges et al., 2009) and stored in liquid N_2_ at −196°C. Cryopreservation allowed us to optimize the use of donor females and to work with the exact number of embryos required for each experimental replicate regardless of superovulation success.

When required, embryos were thawed (Costa-Borges et al., 2009), cultured in EmbryoMax^®^ KSOM Medium (Merck Millipore) under mineral oil (Sigma) at 37°C and 5% CO_2_, and biopsied when they reached the 8-cell stage, as previously reported (Alonso-Alonso et al., 2022). Embryo biopsy, instead of embryo disaggregation, was used to isolate blastomeres to minimize injury and avoid compromising their developmental ability. Only the embryos from which all blastomeres could be successfully isolated were used in subsequent experiments.

### Culture of single blastomeres for mESCs derivation

Single blastomeres were individually cultured in 50 μL drops of mESCs derivation medium that contained a feeder layer of mitomycin C-inactivated human foreskin fibroblasts (HFF-1; ATCC®SCRC-1041™), as previously reported (Alonso-Alonso et al., 2022).

Mouse ESC derivation medium (KSR + R2i) consisted of DMEM high glucose (BioWest) supplemented with 100 μM 2-β mercaptoethanol (Gibco), 1x non-essential amino acids (Gibco), 50 U/mL penicillin and 50 μg/mL streptomycin (Biowest), 20% KSR (Gibco ThermoFisher), 10^3^ U/mL leukemia inhibitory factor (LIF; Merck Millipore) and R2i inhibitor cocktail, a combination of MEK inhibitor PD0325901 (Axon Medchem; 1 μM) and TGFβ inhibitor SB431542 (Sigma, 10 µM). During the first week of culture, 0.1 mg/mL adrenocorticotropic hormone (ACTH; Prospec) was also added to the medium.

Blastomeres were cultured at 37°C and 5% CO_2_ for 7–10 days, and the medium was changed every 48 h until outgrowths were observed. After the first passage, the outgrowths were cultured in 4-well plates without ACTH. Putative mESCs lines were passaged once or twice a week using trypsin-EDTA (BioWest) and maintained in culture for at least six passages.

### Pluripotency characterization of mESCs lines

The stemness of all putative mESCs lines was assessed at the seventh passage by Alkaline Phosphatase Activity (ALP) staining and immunodetection of pluripotency and differentiation markers.

ALP activity was determined using a commercial kit (Sigma AB0300) and a previously reported protocol (Alonso-Alonso et al., 2022). Briefly, cells were fixed in 4% paraformaldehyde (PFA; Sigma Aldrich) for 1 min at room temperature (RT) and incubated for 10 min at RT in the dark in a 1:1 mixture of 5-bromine-4-chloride-3-inodyl phosphate and nitroblue tetrazolium. Cells were observed under a microscope and the pluripotency of the putative mESCs lines was determined based on the blue color of the colonies.

Immunofluorescence staining was performed both before and after spontaneous *in vitro* differentiation of the putative mESCs lines to confirm their pluripotency and differentiation potential, respectively. Spontaneous differentiation was achieved by culturing s lines in DMEM high glucose supplemented with 10% fetal bovine serum (FBS; BioWest) under feeder-free conditions for 10 days. Cells were fixed in 4% PFA for 20 min at RT, and blocked and permeabilized with a PBS solution containing 0.2% sodium azide (Sigma), 0.5% Triton X-100 (Sigma) and 3% goat serum (BioWest) for 30 min at 37°C. The fixed cells were incubated with primary antibodies overnight at 4°C, washed, and incubated with secondary antibodies for 2 h at RT.

Mouse monoclonal anti-OCT4 (Santa Cruz Sc-5279, 1:50 dilution), rabbit polyclonal anti-NANOG (Abcam ab80892, 1:100 dilution) and rabbit polyclonal anti-SOX2 (Merck Millipore ab5603, 1:200 dilution) antibodies were used to detect the pluripotency markers. Mouse monoclonal anti-Tubulin β3 (TUJ1; BioLegend 801201, 1:500 dilution), mouse monoclonal anti-*α* smooth muscle actin (αSMA; Sigma A5228, 1:200 dilution) and mouse monoclonal anti-alpha-fetoprotein (AFP; R&D Systems MAB1368, 1:50 dilution) antibodies were used to detect ectoderm, mesoderm, and endoderm differentiation markers, respectively. The secondary antibodies used were anti-mouse IgG Alexa Fluor 488 (Molecular Probes - Invitrogen A-21200, 1:500 dilution) for OCT4, TUJ1, αSMA and AFP, and anti-rabbit IgG Alexa Fluor 594 (Molecular Probes - Invitrogen A-11037, 1:500 dilution) for SOX2 and NANOG.

Finally, the cells were mounted with 10 μg/mL Hoechst 33258 (Molecular Probes, Invitrogen) diluted in Vectashield (Vector Laboratories) and analyzed using an epifluorescence microscope (Olympus BX61) and Cytovision software (Applied Imaging, Inc.).

### Culture of single blastomeres for cell aggregates formation

Single blastomeres were seeded on a monolayer of inactivated HFF (iHFF) in KSR + R2i medium, as detailed for the derivation of mESCs, and incubated at 37°C and 5% CO_2_ for 72 h to allow the formation of cell aggregates. Whole 8-cell embryos previously incubated in acidic Tyrode’s solution to remove the zona pellucida were also cultured under the same conditions and used as controls.

### Immunofluorescence staining of cell aggregates

Cell aggregates were fixed and immunostained following the same protocols described above for mESCs. Mouse monoclonal anti-OCT4 and rabbit polyclonal anti-NANOG were used as primary antibodies for the detection of ICM and EPI cells, respectively. The secondary antibodies used were anti-mouse IgG Alexa Fluor 488 for OCT4 and anti-rabbit IgG Alexa Fluor 594 for NANOG.

Finally, the cell aggregates were mounted with 10 μg/mL Hoechst 33258 diluted in Vectashield. The number of total cells (Hoechst staining), OCT4+ cells and NANOG + cells were counted using an epifluorescence microscope (Olympus BX61) with the Cytovision and ImageJ software.

### RNA-seq library preparation and sequencing

Feeder cells were removed from mESCs cultures using the protocol described by Sakai et al. (2011). Briefly, cells were trypsinized for 5 min, trypsin was inactivated by the addition of an equal volume of medium, and then the cell suspensions were transferred to a 0.1% gelatin-coated plate and incubated for 15 min at 37°C, 5% CO_2_. After this short incubation*,* feeder cells attached to the plates whereas mESCs remained in solution.

Total RNA was extracted from mESCs using the Maxwell RSC SimplyRNA Tissue Kit (Promega). Its concentration and quality were assessed using a NanoDrop spectrophotometer (ThermoFisher Scientific).

Two micrograms of total RNA obtained from each mESC line was sent to the Centre Nacional d’Anàlisi Genòmica (CNAG) in Barcelona (Spain) for RNA sequencing (RNA-seq). The samples were quantified using a Qubit^®^ RNA BR Assay kit (Thermo Fisher Scientific), and RNA integrity was estimated using an Agilent RNA 6000 Pico Bioanalyzer 2,100 Assay (Agilent). All the samples used in the study had RNA integrity numbers (RIN) above 9.

RNA-Seq libraries were prepared with the KAPA Stranded mRNA-Seq Illumina Platforms Kit (Roche) following the manufacturer´s recommendations. Briefly, 500 ng of total RNA was used for poly-A fraction enrichment with oligo-dT magnetic beads following mRNA fragmentation. The strand specificity was achieved during the second strand synthesis performed in the presence of dUTP instead of dTTP. The blunt-ended double stranded cDNA was 3′adenylated and Illumina platform compatible adaptors with unique dual indexes and unique molecular identifiers (Integrated DNA Technologies) were ligated. The ligation product was enriched using 15 PCR cycles. The size and quality of the libraries were assessed using a High-Sensitivity DNA Bioanalyzer assay (Agilent).

The libraries were sequenced on a NovaSeq 6,000 (Illumina) with a read length of 2 × 51 bp, following the manufacturer’s protocol for dual indexing. Image analysis, base calling and quality scoring of the run were processed using the manufacturer’s software Real Time Analysis (RTA 3.4.4).

### RNA-seq data processing and analysis

RNA-seq reads were mapped against the *Mus musculus* reference genome (GRCm39) using STAR software version 2.7.8a (Dobin et al., 2013) with ENCODE parameters. The percentage of uniquely mapped reads ranged from 86% to 88%, corresponding mostly to protein coding genes (average of 97%), and less than 1% on average were mapped to rRNA genes. Annotated genes were quantified with RSEM v1.3.0 (Li and Dewey, 2011) using the annotation file from GENCODE version M27 and default parameters.

Differential expression analysis was performed with the DESeq2 v1.18R package (Love et al., 2014) using a Wald test to compare the different embryos. Genes were considered differentially expressed (DE) with an adjusted *p*-value <0.05 and absolute fold change |FC| > 1.5.

Between-embryo variation was corrected from raw counts using the ComBat-seq function from the sva R package v3.40 (Zhang et al., 2020). Adjusted counts were regularized log transformed (rlog) using DESeq2. A weighted gene correlation network analysis (WGCNA) of genes with variance >0.05 was conducted with the WGCNA R package v1.69 (Langfelder and Horvath, 2008). Modules were detected using an automatic gene network construction function, lowering the sensitivity by setting the *deepSplit* parameter to 0. Eigengene values were calculated for each module, and module membership values were determined for each gene. The modules were characterized by Gene Ontology (GO) enrichment analysis using gProfileR v07.0 (Kolberg et al., 2020).

A Principal Component Analysis (PCA) plot was generated with the rlog transformed counts using the top 500 most variable genes and the ggplot2 R library (Wickham, 2009). Heatmaps with the top 50 DE genes were generated using scaled rlog-transformed counts with the pheatmap R package. Heatmaps with specific gene expression of core, naïve and primed pluripotency were generated using the pheatmap R package.

### Embryoid bodies formation, RNA extraction and qPCR analysis

To assess the potential for *in vitro* differentiation into cells of the three germ layers, mESCs lines were subjected to embryoid body (EB) formation following the protocol described by Ezekiel et al., 2007. First, feeder cells were removed from the mESCs cultures, as detailed above, and then dissociated single mESCs were resuspended in differentiation medium (KSR medium without R2i and LIF) and counted using a hemocytometer chamber. To achieve the formation of uniformly sized EBs, 1.000 cells in a 200 µL volume were dispensed into each well of sterile 96-conical well plates (ThermoFisher), filling 45 wells per mESCs line, tapped gently and incubated at 37°C and 5% CO_2_. Every 2 days, 100 µL of medium was removed and 100 µL of fresh differentiation medium was added to each well.

After 7 days, 20-30 EBs per mESCs line were collected to analyze the expression of pluripotency genes (*Oct4*, *Nanog,* and *Rex1*), endoderm lineage genes (*Afp, Foxa2, and Ttr*), mesoderm lineage genes (*T-Brachyury, Nkx2-5, and Kdr*) and ectoderm lineage genes (*Nes, Pax6,* and *Fgf5*) by quantitative PCR (qPCR).

Total RNA was extracted from trypsinized EBs using the Maxwell RSC SimplyRNA Tissue Kit according to the manufacturer’s instructions. RNA concentration and quality were assessed using a NanoDrop spectrophotometer. One microgram of the extracted RNA was reverse-transcribed to cDNA using the iScript cDNA Synthesis Kit (Bio-Rad).

The qPCR reactions were performed in triplicate on a CFX3846 Real-Time System thermocycler (Bio-Rad) using iTaq universal SYBR Green Supermix (Bio-Rad). The amplification program consisted of an initial denaturation step of 3 min at 95°C, followed by 40 cycles of 10 s at 95°C (denaturing) and 30 s at 60°C (annealing and extension). An additional thermal denaturing cycle was performed to obtain the melting curve of the qPCR products.

Validated commercial PrimePCR SYBR Green Assays (BioRad) for *Oct4* (Pou5f1, qMmuCED0046525), *Rex1* (*Zfp42*, qMmuCID0008767) and *Nanog* (qMmuCID0005399) were used to assess pluripotency. *Afp* (qMmuCID0023288), *Foxa2* (qMmuCED0048428) and *Ttr* (qMmuCID0006861), *T-Brachyury* (qMmuCID0015169), *Nkx2-5* (qMmuCID0020858) and *Kdr* (qMmuCID0005890), and *Nes* (qMmuCID0023067), *Pax6* (qMmuCID0026137), and *Fgf5* (qMmuCID0008576) were used to assess differentiation to endoderm, mesoderm and ectoderm lineages, respectively. A no-template control (NTC) was added for each primer and the results were normalized to *Gapdh* (qMmuCED0027497) expression. Additionally, the relative expression values in EBs samples were normalized to their respective undifferentiated ESC lines. The cycle quantification value (Cq-value) was determined for each sample using BioRad CFX Maestro™ 195 software, and relative expression was calculated using the ΔΔCq method.

### Statistical analysis

Aggregate formation rates were analyzed with Fisher’s exact test. The mean numbers of total, OCT4+ and NANOG + cells and the mean ratios of OCT4+/total cells, NANOG+/total cells and NANOG+/OCT4+ were first analyzed using the Shapiro-Wilk test to check the normality of the samples and then compared using either an unpaired *t*-test or a Mann-Whitney test. All the statistical analyses were performed using the GraphPad Prism 8 software and *p* < 0.05 was considered as statistically significant.

Mean values are indicated in the text, tables, and figures as mean ± SEM.

## Results

### Ability of sister blastomeres of 8-cell embryos to produce mESCs lines

In the first set of experiments, we analyzed the ability of the individual blastomeres from the 8-cell embryo to yield mESCs. In total, 1.008 blastomeres from 126 embryos were biopsied in 13 replicate experiments, and individually cultured on a monolayer of iHFF cells in a medium containing KSR and the R2i inhibitor cocktail (KSR + R2i medium). We obtained a total of 292 mESCs lines (29%), whose stemness was confirmed at the seventh passage by morphological criteria (colonies with rounded morphology and defined edges), pluripotency criteria (positive for Alkaline Phosphatase (ALP) activity and OCT4, SOX2 and NANOG markers), and differentiation criteria (positive for TUJ1, SMA and AFP after *in vitro* spontaneous differentiation for 10 days) (Figure 1).

**FIGURE 1:**
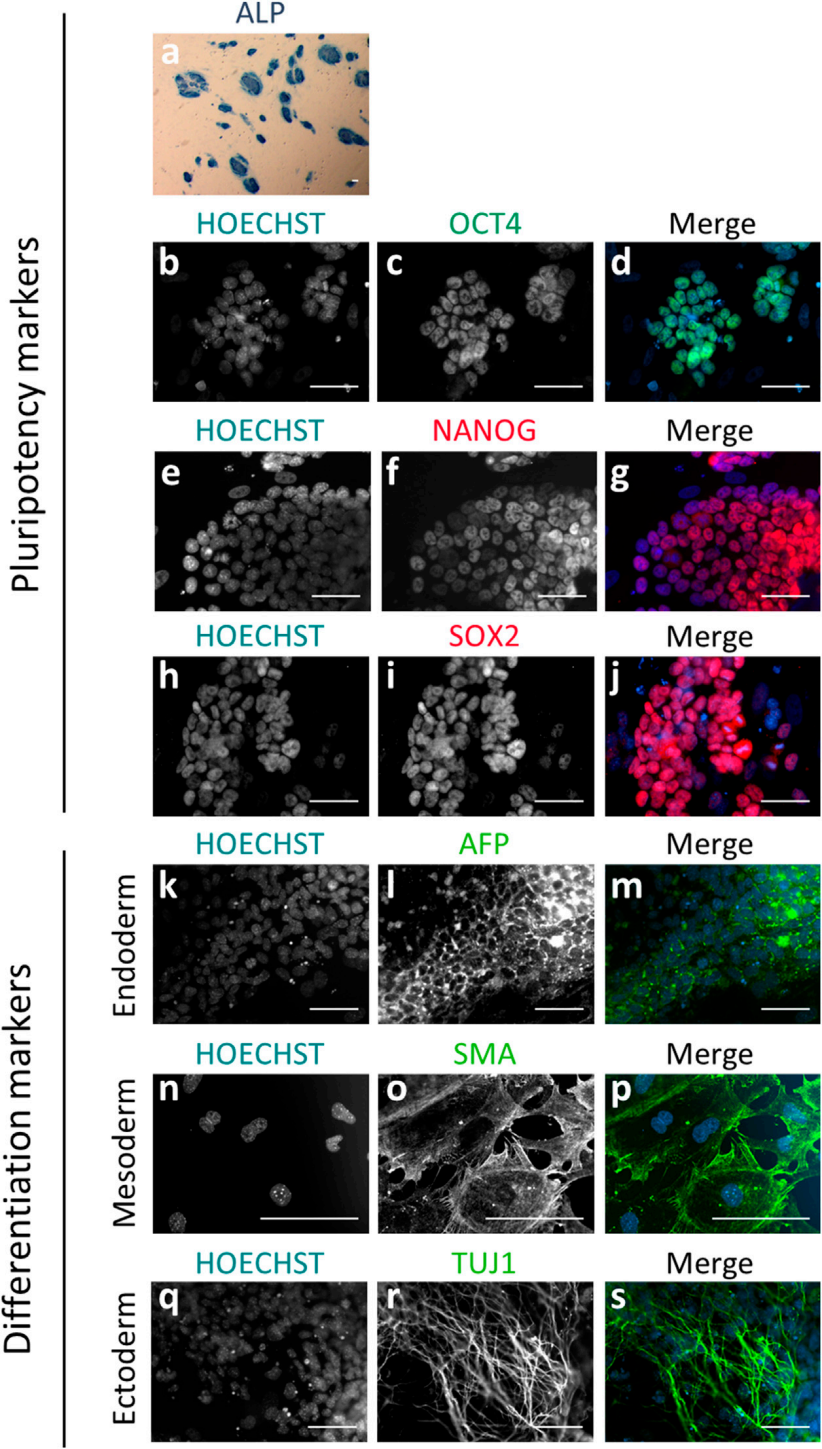
Immunodetection of pluripotency and differentiation markers on blastomere-derived mESC lines. **(A)** mESC colonies positive for alkaline phosphatase activity (ALP) showing blue staining. **(B–S)** Epifluorescence raw and merge images of mESC lines for pluripotency markers OCT4 **(B–D)**, NANOG **(E–G)** and SOX2 **(H–J)**, and differentiation markers for endoderm (AFP; k-m), mesoderm (SMA; n-p) and ectoderm (TUJ1; q-s) after spontaneous differentiation *in vitro*. In all the immunofluorescence images, nuclear material is counterstained with Hoechst (blue). All the scale bars represent 50 µm.

Of the total embryos, 84.1% (106/126) formed at least one mESCs line. Most of the embryos (97/126) gave rise to one to four lines, but two embryos were able to produce seven lines (Table 1). These results suggest that in the majority of embryos, 50% or less of blastomeres possess the potential to form a line of pluripotent mESCs under our derivation conditions, although in a few embryos this potential is expanded to almost all (87.5%) blastomeres.

**TABLE 1:** Number and percentage of 8-cell embryos producing different numbers of blastomere-derived mESCs lines.

Lines per embryo	Number of embryos (%)
0	20 (15.9)
1	22 (17.5)
2	26 (20.6)
3	27 (21.4)
4	22 (17.5)
5	7 (5.6)
6	0
7	2 (1.6)
8	0

### Ability of single blastomeres of 8-cell embryos to develop into cell aggregates with pluripotent potential

To assess whether the failure of some blastomeres within each embryo to produce mESCs lines was related to their lack of pluripotent potential, we next examined the ability of single blastomeres to develop into cell aggregates containing pluripotent EPI cells. Cell aggregates are the precursors of outgrowths, and because of their higher formation efficiency and earlier manifestation in the derivation process, their formation could be a better marker of blastomere developmental potential.

In this second set of experiments, 120 blastomeres from 8-cell embryos (*n* = 15) were singly extracted by micromanipulation (Figures 2A.1, 2) in three replicate experiments, and individually cultured in KSR + R2i medium for 72 h. After 3 days in culture, 81.7% of the blastomeres (98/120) formed a cell aggregate, a percentage that did not statistically differ from the 90.9% of aggregates formed by control zona-free whole 8-cell embryos cultured under the same conditions (10/11). Some aggregates formed from single blastomeres (36.7%, 36/98) displayed a cavity (Figure 2A.3), similar to that of blastocysts, but the majority did not cavitate (63.3%, 62/98) (Figure 2A.4). These percentages were similar in aggregates formed from the control 8-cell embryos: 30% (3/10) with cavity and 70% (7/10) without cavity (Supplementary Figure S1). To investigate whether aggregate cavitation was related to developmental potential, we next evaluated the presence of ICM and EPI cells in the two types of cell aggregates. To this end, we immunostained all aggregates for the detection of OCT4 and NANOG markers. The percentage of aggregates that contained at least one OCT4-positive (OCT4+) cell or one NANOG-positive (NANOG+) cell (Supplementary Table S1), the mean number of total, OCT4+, and NANOG + cells (Supplementary Table S2), and the mean ratios of OCT4+/Total cells, NANOG+/Total cells and OCT4+/NANOG + cells (Supplementary Table S3) did not significantly differ between cavitated and non-cavitated aggregates. A similar result was observed when comparing cavitated and non-cavitated aggregates formed from control 8-cell embryos (Supplementary Tables S1–S3). According to these results, no differences in the developmental potential of cell aggregates with or without cavity seem to exist, thus, from this point on, the two types of aggregates were grouped.

**FIGURE 2:**
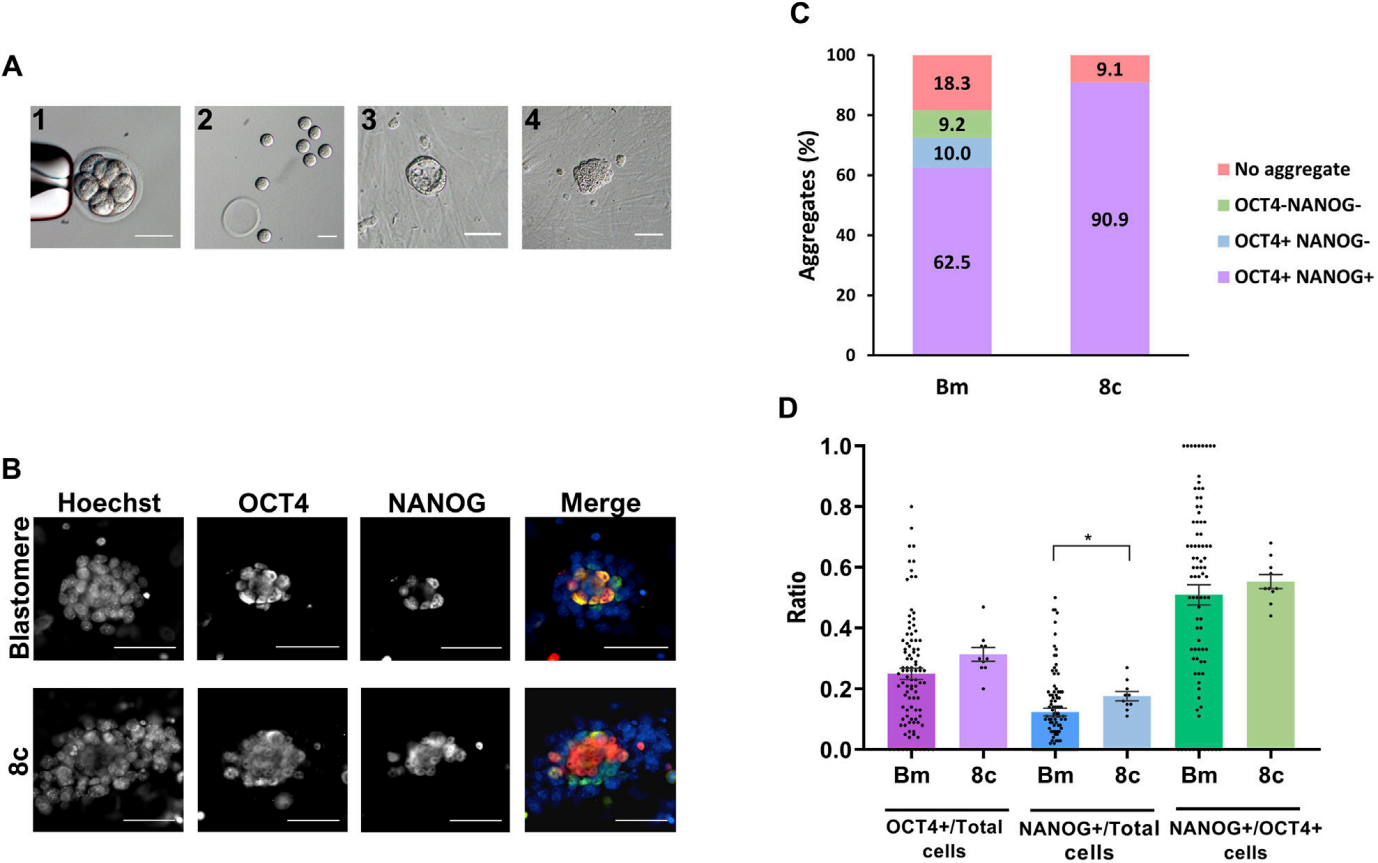
Pluripotency of cell aggregates derived from single blastomeres and control 8-cell embryos. **(A)** Eight-cell embryo before (1) and after (2) biopsy for the obtention of single blastomeres. After individual culture for 72 h, most blastomeres formed cell aggregates with (3) or without (4) cavity. All the scale bars represent 50 µm. **(B)** Epifluorescence raw and merge images of blastomeres-derived and 8-cell embryos-derived cell aggregates immunostained for OCT4 (green) and NANOG (red) and counterstained with Hoechst (blue). All the scale bars represent 30 µm. **(C)** Percentage of blastomeres (Bm) and control 8-cell embryos (8c) developed into cell aggregates positive or negative for NANOG and OCT4 markers. **(D)** Mean values (bar chart) ± SEM of the ratios of OCT4+/Total cells, NANOG+/Total cells and NANOG+/OCT4+ cells in aggregates formed from single blastomeres and control 8-cell embryos. Each black dot indicates the value of a single aggregate. Statistically significant differences were found between both groups in NANOG/Total cells ratios (*p* < 0,05, Mann-Whitney test).

In control 8-cell embryos, all aggregates formed contained both OCT4+ and NANOG + cells, indicating that 90.9% of the embryos (10/11) were able to develop into cell aggregates containing pluripotent EPI cells after 72 h of culture. This ability was reduced in single blastomeres, as only 62.5% of the initial blastomeres (75/120) developed into aggregates containing OCT4+ and NANOG + cells, even though 72.5% (87/120) of the blastomeres formed aggregates with OCT4+ cells (Figures 2B, C). It must be noted that, in both the control and blastomeres groups, all aggregates that were positive for NANOG were also positive for OCT4.

When comparing the mean ratios of OCT4+/Total cells, NANOG+/Total cells and NANOG+/OCT4+ cells between the aggregates derived from single blastomeres (0.25 ± 0.02, 0.12 ± 0.01 and 0.51 ± 0.03, respectively) and those derived from control 8-cell embryos (0.31 ± 0.02, 0.18 ± 0.02 and 0.55 ± 0.02, respectively), statistically significantly differences were found only in the NANOG+/Total cells ratio (Figure 2D).

Altogether, these results suggest that single blastomeres isolated from 8-cell embryos have the same potential as whole 8-cell embryos to develop into cell aggregates, but the specification of pluripotent EPI is slightly impaired.

### Distribution of the ability to develop into cell aggregates with pluripotent potential among sister blastomeres of 8-cell embryos

Next, we sought to determine how the potential to develop into cell aggregates containing pluripotent cells was distributed among the different blastomeres of the 8-cell embryo. For this purpose, the results obtained from single blastomeres were grouped according to their parental embryos.

The number of single blastomeres per embryo that developed into a cell aggregate after 72 h in culture ranged from 3 to 8, with a mean number of 6.5 ± 0.3 (Figure 3A). Most embryos (11/15) produced six to seven aggregates, and two were able to form eight aggregates. These results indicate that most, if not all, blastomeres of the 8-cell embryo have the potential to develop and form a cell aggregate under our culture conditions.

**FIGURE 3:**
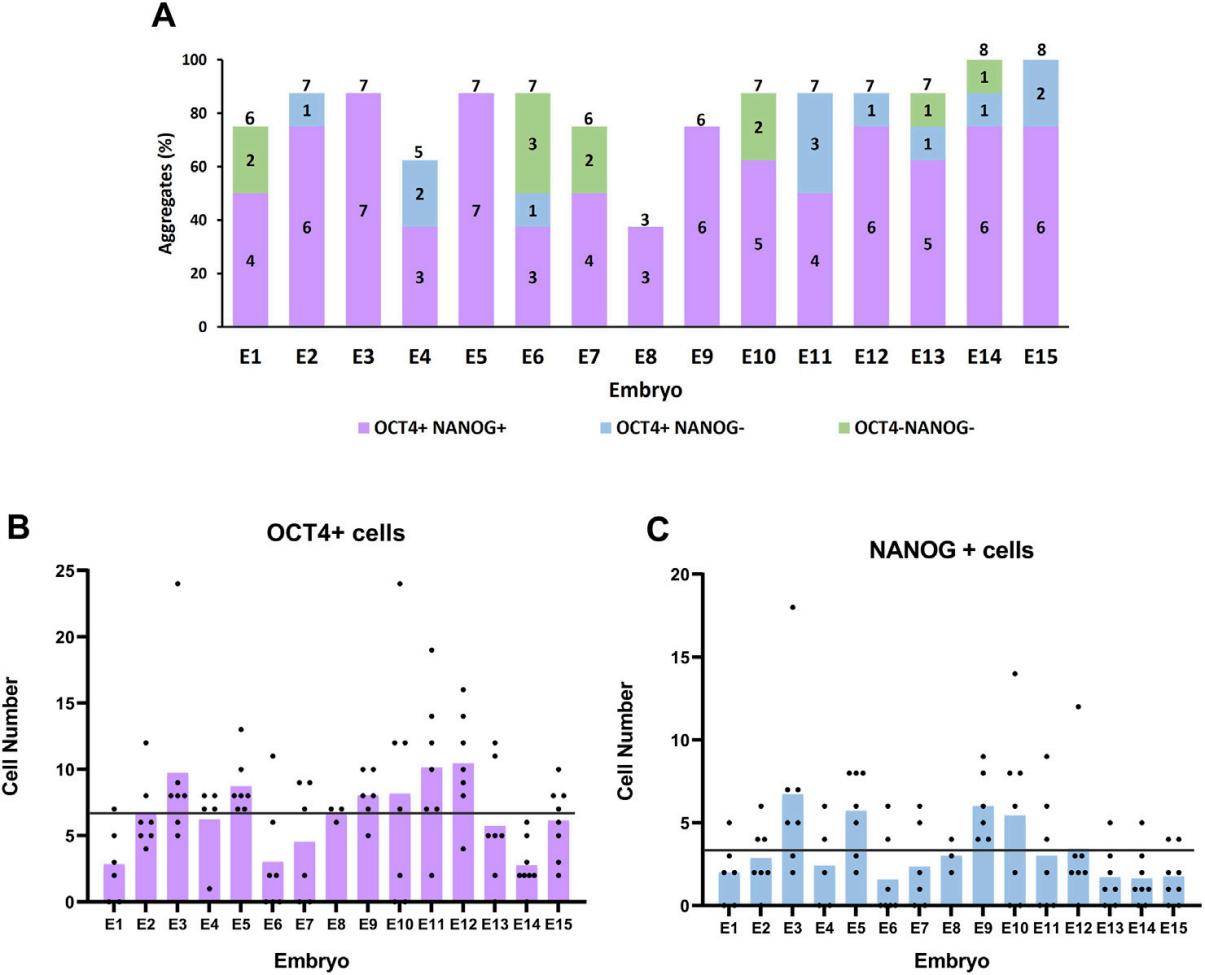
Formation and pluripotency of cell aggregates derived from sister blastomeres of 8-cell embryos. **(A)** Percentage (bar height) and number (numbers inside the bars) of cell aggregates positive or negative for OCT4 and NANOG markers formed by the sister blastomeres of each parental embryo. Numbers on top of the bars indicate the total number of aggregates formed per parental embryo. **(B, C)** Number of OCT4+ and NANOG + cells in cell aggregates formed from sister blastomeres of each parental embryo. Each black dot indicates the cell number for a single aggregate and each bar represents the mean cell number in each parental embryo. The horizontal lines indicate the mean cell number in all the parental embryos.

The sum of aggregates formed by the sister blastomeres of the same parental embryo had an average total number of 190.5 ± 16.8 cells (222.8 ± 15.9 if only embryos forming seven to eight aggregates are considered), a value significantly higher than the average total number of cells in control 8-cell embryo-derived aggregates (95.2 ± 10). These results indicate that when blastomeres from the same embryo are isolated and cultured separately, they can generate a higher number of cells than when they remain together.

The mean number of aggregates per embryo that were positive for both OCT4 and NANOG was 5.0 ± 0.4, ranging from 3 to 7 (Figure 3A). Thus, the percentage of blastomeres within an embryo that possesses the capacity to form aggregates containing NANOG + cells varied largely among embryos, from 37.5% (three NANOG + aggregates) to 87.5% (seven NANOG + aggregates). However, most commonly (7/15), embryos formed six to seven cell aggregates containing NANOG + cells, meaning that 75.0%–87.5% of the blastomeres of these embryos had the ability to form aggregates with pluripotent EPI cells.

The number of OCT4+ and NANOG + cells in the cell aggregates was heterogeneous and showed large variation both among sister blastomeres and among parental embryos (Figures 3B, C). The number of ICM cells (OCT4+) varied from 0 to 24 in the aggregates produced from the different blastomeres, with a mean of 6.7 ± 0.5, and the number of EPI cells (NANOG+) varied from 0 to 18, with a mean of 3.3 ± 0.3. These values were significantly lower than the mean number of OCT4+ cells (29.5 ± 3.3; range 15–50) and NANOG + cells (16.3 ± 2.1; range 8–32) present in the cell aggregates formed by control whole 8-cell embryos. Interestingly, however, when all the aggregates formed by the sister blastomeres of each parental embryo were grouped, the mean numbers of OCT4+ and of NANOG + cells in the sum of aggregates (43.5 ± 5.1 and 21.5 ± 3.2, respectively) were higher but did not significantly differ from the mean numbers in control whole 8-cell embryos-derived aggregates (29.5 ± 3.3 and 16.3 ± 2.0, respectively).

Finally, given the variation in the number of pluripotent EPI cells among sister blastomeres and that only 29% of the blastomeres were able to produce an mESCs line in the first set of experiments, we tried to estimate the minimum number of NANOG + cells required for the successful establishment of an mESCs line from single blastomeres. To do this, we classified the cell aggregates formed by all the individual blastomeres according to the number of NANOG + cells they contained and selected the 29% upper range, assuming that mESCs lines would most probably be formed from cell aggregates possessing a higher number of NANOG + cells. This 29% upper range contained 5–18 NANOG + cells, indicating that single blastomeres should generate cell aggregates containing at least five NANOG + cells after 3 days in culture for them to be able to subsequently establish an mESCs line. Considering that in the first set of experiments the majority of the embryos (97/126; 77.0%) generated one to four mESCs lines, we next calculated the percentage of embryos in the second set of experiments that were able to form one to four aggregates containing the estimated minimal number of NANOG + cells (≥5). Interestingly, the percentage was very similar (73.3%; 11/15).

### Transcriptomic variations among mESCs lines derived from sister blastomeres of 8-cell embryos

To characterize and compare the molecular features of mESCs lines produced from different blastomeres of the same parental embryo in terms of their gene expression patterns, we selected the lines produced by embryos that had given rise to the largest number of mESCs lines in the first set of experiments. In particular, five mESCs lines established from one embryo and seven mESCs lines established from two other embryos (total mESCs lines = 19) were selected and subjected to RNA sequencing (RNA-seq) (Figure 4A). 

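The 19 lines came from 3 embryos, with 5 lines from embryo 1 (1.1 to 1.5), 7 from embryo 2 (2.1 to 2.7) and 7 from embryo 3 (3.1 to 3.7), and 1 library was made per line. Each line was grown from a single blastomere of an 8-cell embryo of B6CBAF1/J mice on HFF-1 cells, which are human foreskin fibroblasts whose division had been blocked. The feeder cells were removed by brief attachment to gelatin before RNA was extracted, and the poly-A fraction was sequenced as stranded read pairs. The deposited values are gene counts from RSEM, given as whole numbers for 55416 genes of the GENCODE M27 annotation, from reads aligned to the mouse genome alone (GRCm39). The total count per line ranged from 33846569 to 48740941, with a median of 41942274. For the data given here, counts were normalized by TMM and compared with the quasi-likelihood test of edgeR, with p adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper. Levels are given as CPM, with the total of each line scaled by its TMM factor and the lines as replicates.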

Two interesting observations emerged from the analysis of their transcriptomes. 

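Neighbouring genes for the transcription factors Olig1 and Olig2, known from the oligodendrocyte lineage, were almost silent in the lines of embryo 3. Olig1 (chromosome 16, 91066660 to 91068821 in GRCm39) stood at 36.2 ± 14.9 CPM (SD, n = 5 lines) in embryo 1, 23.5 ± 6.67 CPM (n = 7) in embryo 2 and 0.144 ± 0.143 CPM (n = 7) in embryo 3. Between embryos 3 and 1 its log2 fold change was -7.93 and that of Olig2 was -7.49 (adjusted p = 9.46e-12 and 3.79e-12 from edgeR). Ddx3y, Eif2s3y, Kdm5d and Uty, genes of the Y chromosome, were expressed in lines of embryo 1 and were lower in embryos 2 and 3. Eif2s3y, a subunit of a translation initiation factor, stood at 56.2 ± 32.2 CPM in embryo 1 (SD, n = 5), 0.266 ± 0.105 CPM in embryo 2 (n = 7) and 0.533 ± 0.342 CPM in embryo 3 (n = 7). As a list, the 4 genes were lower in embryo 2 than in embryo 1 (camera, adjusted p = 3.49e-16, and adjusted p = 0.00779 with an estimated correlation) and lower in embryo 3 than in embryo 1 (adjusted p = 1.34e-11, and adjusted p = 0.0309 with an estimated correlation). Line 1.4 stood apart from its sister lines, with 76 counts of Ddx3y where the others of embryo 1 had up to 2682. Its counts of Eif2s3y, Kdm5d and Uty were 62, 16 and 28, also below those of its sister lines. Y-linked expression otherwise followed the embryo, so sex and embryo cannot be told apart in comparisons with embryo 1. Xist, the RNA that silences an X chromosome, was higher in embryo 2 (6.09 ± 2.03 CPM, SD, n = 7) than in embryo 1 (2.4 ± 1.87 CPM, n = 5), at a log2 fold change of 1.33 (adjusted p = 0.0335 from edgeR). Of 18 trophectoderm genes listed before the data were examined, 8 were higher in embryo 3 than in embryo 1 (camera, adjusted p = 0.000186, and adjusted p = 0.917 with an estimated correlation). Of 45 genes of neurons and nervous system development, 7 were lower in embryo 3 than in embryo 2 (adjusted p = 0.00419, and adjusted p = 0.834 with an estimated correlation).

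Of 18878 genes tested, 397 were higher and 425 lower in embryo 2 than in embryo 1. Embryo 3 had 425 higher and 604 lower genes against embryo 1, and 444 higher and 618 lower genes against embryo 2, and 1791 genes differed among the 3 embryos. In a PCA of the 500 most variable genes after the rlog transformation, the first 2 components held 32.58% and 28.48% of the variance. The mean silhouette width of the embryos on them, a measure of separation with 1 as its maximum, was 0.786 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Without the 5 lines in which a whole chromosome or a large part of it was shifted in expression, embryo 3 had 216 higher and 286 lower genes against embryo 1 and 186 and 176 against embryo 2, and with group as a covariate 834 and 1062, and 746 and 1064, while the genes differing among the 3 embryos numbered 1055 and 3076. Most of the 5 lines (2.2, 3.1, 3.2, 3.6 and 3.7) came from embryo 3. Lost replicates and the shifts therefore cannot be told apart as the reason for the lower counts without these lines. Against embryo 1, embryo 3 had 656 higher genes by DESeq2, 280 without line 1.2, and 248 with the line number as a replicate block, which the labels do not tie across embryos, and it had 915 lower with no fold threshold, 396 without lines 1.5 and 2.4, and 333 with that block, under which embryo 2 had 269 lower.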

First, PCA revealed that the lines clearly clustered into three separate groups according to the parental embryo from which the blastomeres originating these lines were biopsied (Figure 4B). Second, although the majority of genes expressed in embryos were protein coding (Supplementary Figure S2), a heatmap of the top 50 most representative differentially expressed genes (Supplementary Figure S3) revealed a high frequency of differential pseudogenes expression among the three embryos. Most of these pseudogenes were related to ribosomal protein genes.

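Pseudogenes made up most of the genes with the smallest p among the embryos. Of 15060 protein coding genes tested, 1273 (8.45%) differed among the 3 embryos, against 274 of 1996 pseudogenes (13.7%) and 199 of 1268 lncRNA genes (15.7%). Among the 50 genes with the smallest p in edgeR's test of all 3 embryos, 33 were pseudogenes (66%), against 10.4% of the other tested genes (Fisher's exact test, p = 8e-21). The other members included the protein coding genes Olig1, Olig2 and Hmga1b, a copy of the gene for the chromatin protein Hmga1. Hmga1b stood at 23.6 ± 2.23 CPM (SD, n = 5 lines) in embryo 1, 28.8 ± 4.99 CPM (n = 7) in embryo 2 and 350 ± 31.2 CPM (n = 7) in embryo 3. Gm13394 and Gm15459, processed pseudogenes closest in sequence to the glycolytic enzyme gene Gapdh and the chaperone gene Hspa8, were among the 10 genes with the smallest p. Gm13394 (chromosome 2, 28823622 to 28824621) stood at 271 ± 22.2 CPM in embryo 1 (SD, n = 5), 562 ± 75.2 CPM in embryo 2 (n = 7) and 0.702 ± 0.247 CPM in embryo 3 (n = 7). Gm15459 (chromosome 5, 5831615 to 5833555) was at 558 ± 109 CPM in embryo 1 and at 19.6 ± 2.9 and 22.4 ± 3.04 CPM in embryos 2 and 3. When the 50 genes were taken by fold change instead of p, 17 were pseudogenes.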

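Ribosomal protein pseudogenes with large differences were high in different embryos. Rps2-ps10 (chromosome 18, 61392154 to 61393032 in GRCm39), a processed copy of the gene for ribosomal protein S2, was high in embryo 3 alone, at 709 ± 37.2 CPM (SD, n = 7 lines) against 12.6 ± 1.1 CPM in embryo 1 (n = 5) and 13.9 ± 1.39 CPM in embryo 2 (n = 7). Its log2 fold change between embryos 3 and 1 was 5.82 (standard error 0.10, adjusted p = 2.64e-20 from edgeR). Rpsa-ps10 (chromosome 3, 149778295 to 149779179) was high in embryo 2, at 343 ± 35.2 CPM against 9.23 ± 1.27 CPM in embryo 1 and 10.1 ± 1.7 CPM in embryo 3. Rpl15-ps6 (chromosome 15, 52341013 to 52341624) was at 158 ± 12.5 and 186 ± 11.4 CPM in embryos 2 and 3 and at 1.35 ± 0.346 CPM in embryo 1. Gm15772 (chromosome 5, 3286431 to 3286868), whose closest parent by sequence is Rpl26, was at 487 ± 58.2 CPM in embryo 1 and at 3 ± 1.15 and 3.51 ± 0.439 CPM in embryos 2 and 3. Rps3a2 (chromosome 14, 88360453 to 88361244), a copy of Rps3a1, was low in embryo 2 alone, at 3.27 ± 0.744 CPM against 152 ± 13.3 and 159 ± 6.73 CPM in embryos 1 and 3. Of the 33 pseudogenes among the 50 genes, 8 had a symbol that joins a ribosomal protein gene to the ending ps, as in Rps2-ps10, which was 16% of the 50 against 0.69% of the other tested genes (Fisher's exact test, p = 2.8e-09). Counting those with a ribosomal protein gene as the closest parent by sequence as well, such as Rps3a2 and Rps3a3, there were 12, or 24% against 2.17% (Fisher's exact test, p = 7.3e-10). Rps18-ps6 is not among them, since it is annotated as protein coding, and it stood at 210 ± 12 CPM in embryo 3 against 6.11 ± 1.78 and 5.38 ± 1.12 CPM in embryos 1 and 2. These pseudogenes resemble their parent genes, and the counts, which hold only whole numbers, do not show how many reads RSEM shared between a pseudogene and its parent.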

**FIGURE 4:**
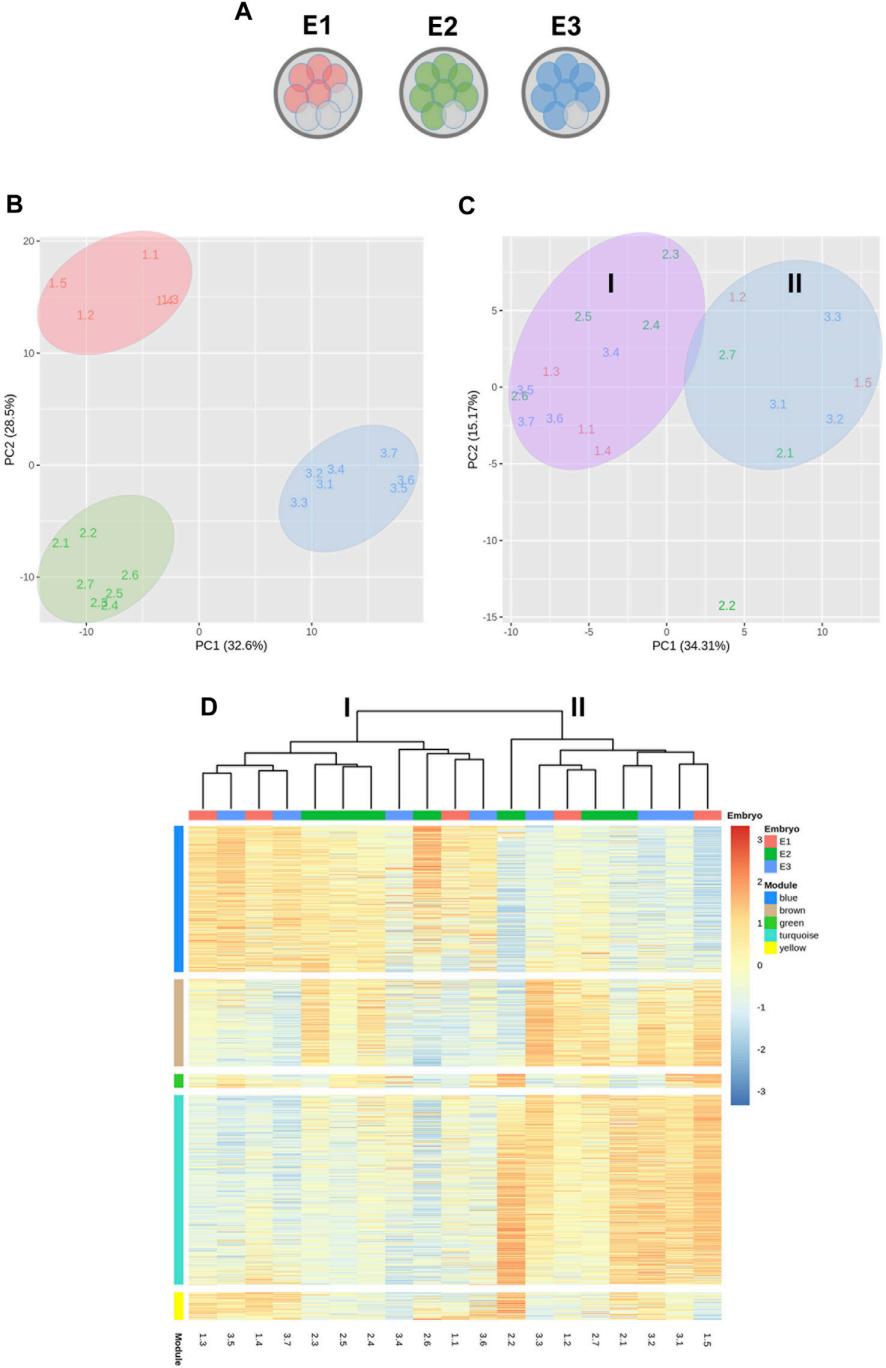
Transcriptomic analysis by RNA-seq of 19 mESCs lines derived from single blastomeres. **(A)** Diagram representing the mESCs lines used in RNA-seq analysis, obtained from three different embryos. **(B)** Principal component analysis (PCA) showing the clustering of the mESCs lines according to their parental embryo. **(C)** PCA after between-embryo variation correction, showing lines segregating in two clusters, labeled as group I and II. **(D)** Heatmap of weighted gene correlation network analysis (WGCNA) of genes with variance >0.05. Five modules of highly correlated genes were identified: blue, brown, green, turquoise and yellow.

To reveal possible transcriptional variations among blastomeres-derived mESCs other than those related with the parental embryo of the blastomeres, between-embryo variability was corrected and a new PCA was performed. This new analysis revealed that lines segregated into two clusters (Groups I and II) and, interestingly, half of the lines from each embryo were allocated to each cluster (Figure 4C), except for one line derived from embryo 2 (line 2.2).

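Among called genes with a mean of at least 1 CPM and the same direction in each embryo, Ndufa4l2, Cxcl12, Adm and Sncb were among the 10 with the lowest log2 fold change in group I, and Inhbb, Mras, Hal and Trpa1 among the 10 with the highest. Ndufa4l2, a mitochondrial protein gene induced by hypoxia, stood at 5.52 ± 6.07 CPM in group I (SD, n = 11 lines) and 28.2 ± 16.7 CPM in group II (n = 8), a log2 fold change of -2.74 (standard error 0.38, adjusted p = 0.000163 from edgeR). The chemokine gene Cxcl12, the peptide hormone gene Adm and the synuclein gene Sncb had log2 fold changes of -2.55, -2.19 and -2.00 (adjusted p = 9.59e-05, 0.00262 and 5e-05). On the other side, Inhbb, a subunit of activin B, stood at 27.7 ± 18.6 CPM in group I (n = 11) and 8.37 ± 4.25 CPM in group II (n = 8), a log2 fold change of 1.80 (standard error 0.42, adjusted p = 0.00465 from edgeR). Mras, a Ras family GTPase, Hal, an enzyme of histidine breakdown, and the ion channel gene Trpa1 stood at 17.4, 11.9 and 3.68 CPM in group I and 5.39, 3.48 and 1.1 CPM in group II (adjusted p = 0.0011, 0.000599 and 0.000364). Rpl7a-ps11 had counts in 10 of the 11 lines of group I, with 0 in line 2.5, and 0 in each of the 8 lines of group II. Markers of fibroblasts moved with the groups, and 12 of 30 such genes were higher in group I and 1 was lower (13 higher and 1 lower when adjusted over the list alone), with Col1a1 at 404 CPM in group I and 234 CPM in group II.

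With embryo as a block, 1150 genes were higher and 1267 lower in group I, of 20333 tested, and 2251 of these 2417 differed in the same direction in each embryo. Of the processed pseudogenes among them, 575 were higher and 12 lower, against 456 higher and 1102 lower protein coding genes. After correction for embryo, the first 2 principal components held 34.31% and 15.17% of the variance. Group I lay at -0.26 to 9.45 on the first and group II at -12.6 to -3.88, a mean difference of 13.2 (exact permutation test within embryos, p = 8.2e-05, the smallest that the 12250 relabelings allow). The groups were drawn from these same libraries, so this p and those of the genes are not independent evidence that the groups exist. With a score of 5 fibroblast genes (Col1a1, Col1a2, Col3a1, Lum and Dcn) as a covariate, which moves with the groups, 0 genes were called by edgeR, with 2135 at an unadjusted p under 0.05 and 29 higher and 49 lower by DESeq2. The median size of the log2 fold change of the 2417 genes then went from 0.95 to 0.58 and their median standard error from 0.24 to 0.36, and 2347 kept their sign, while the overlap of score and group raised the variance of the group difference 2.51 times. Without the 5 lines with a chromosome-wide shift, 203 genes were higher and 526 lower, with no embryo block 752 and 747, and with no fold threshold 2584 and 2647, while 511 were higher with the line number as a replicate block, 596 with a minimum of 1 CPM and 487 among protein coding genes.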

Next, a WGCNA was performed on the embryo-adjusted gene counts, in which mESCs line 2.2 was shown to cluster together with lines in group II. 

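Line 2.2 lay apart from the other lines on the second component after correction for embryo, at -14.2, where the next lowest line was at -4.3 and the highest, line 2.3, at 8.69. After that correction it also had the highest eigengene of a cluster of 118 genes that holds 13 of 14 clustered genes of two-cell-like cells, a rare state of mESCs with features of the embryo after its first division (Fisher's exact test, adjusted p = 1.13e-17). Zscan4f and its relatives, which mark this state, are among these genes. The mean level of the two-cell-like genes in line 2.2 stood above the nearest of its 6 sister lines by 0.776 of the range of embryo 2, while without the correction lines 3.2, 3.5 and 3.6 had higher means (0.85, 1.15 and 1.67 log2 CPM against 0.71). Genes on chromosome 8 were higher in line 2.2 than in its sister lines, by a median of 0.44 on the log2 scale, with 90% of 570 genes on that side. Between the groups, the two-cell-like genes did not pass the test, with 0 of 18 called by edgeR in either direction, 1 at an unadjusted p under 0.05 and 0 called by DESeq2 (camera, adjusted p = 0.58).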

Using this analysis, we identified five clusters of highly correlated genes (blue, brown, green, turquoise, and yellow modules) (Figure 4D), which are involved in different processes and pathways (Figure 5). 

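Among 3998 genes with a variance over 0.05 after correction for embryo, clustering gave 5 clusters, and the largest pair differed between the groups. Cluster 1, with 1411 genes, was lower in group I and held 17 of 18 clustered glycolysis genes and 20 of 21 other clustered targets of HIF-1, the transcription factor of the hypoxia response (Fisher's exact test, adjusted p = 7.23e-06 and 7.21e-07). It also held each of the 11 clustered genes of the ATF4 stress response and of the 10 clustered genes of cholesterol synthesis (adjusted p = 0.000215 and 0.000524). Cluster 2, with 1029 genes, was higher in group I, and 264 of its members were pseudogenes. It held 18 of 23 clustered fibroblast markers (adjusted p = 7.23e-06) and 7 of 9 clustered genes on a further list of naive pluripotency genes (adjusted p = 0.0167). The eigengenes, the first principal component of each cluster, differed between the groups by -1.79 SD for cluster 1 and 1.71 SD for cluster 2 (exact permutation test within embryos, p = 8.2e-05 and adjusted p = 2e-04 for each), with no overlap of the groups for cluster 1 and an overlap of line 3.4 with line 1.2 for cluster 2. The groups were drawn from the same corrected libraries, so these p are not independent evidence that the groups exist. Topological overlap and average linkage stood in for the WGCNA package, and with an unsigned network the largest cluster higher in group I had 131 genes, whose eigengene differed by 0.273 SD (exact permutation test, p = 0.599).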

In module blue (1,104 genes), upregulated in group I, GO enrichment analysis revealed differential expression of genes involved in developmental and morphogenesis process, such as anatomical structure, tissue, organ, and cell development, regarding GO term biological process. 

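Of 57 genes of TGF-β and BMP signaling, listed before the data were examined, 6 were higher and 6 lower in group I, and the list as a whole did not pass the test (median log2 fold change -0.04, camera adjusted p = 0.929). Grem1, a secreted BMP antagonist, and Thbs1, which activates latent TGF-β, were higher in group I, with log2 fold changes of 0.71 and 0.66 (adjusted p = 0.00431 and 0.00818 from edgeR). Bmp7, a BMP ligand, was lower, at -0.84 (adjusted p = 0.000319). Of 85 genes of PI3K-Akt signaling, 5 were higher and 9 lower (6 higher and 10 lower when adjusted over the list alone). The list had a median log2 fold change of -0.15 (camera, adjusted p = 0.106, and adjusted p = 0.513 with an estimated correlation). At the preset correlation the adjusted p from camera was 0.0276 without the 5 lines with a chromosome-wide shift, 0.0155 with the fibroblast score as a covariate and 0.0366 without line 2.2. The PI3K-Akt genes lower in group I included Ddit4, an inhibitor of mTORC1 induced by stress, the insulin receptor gene Insr and the growth factor gene Vegfa, with log2 fold changes of -1.67, -0.98 and -1.20 (adjusted p = 9.59e-05, 0.000303 and 0.000391 from edgeR). Of 58 genes of ECM-receptor interaction and collagens, 14 were higher and 5 lower in group I (median 0.12, camera adjusted p = 0.195, and adjusted p = 0.833 with an estimated correlation). At the preset correlation the list passed the test without line 3.4 (median 0.14, adjusted p = 0.0408), while its median was 0.06 without line 2.2, 0.05 without the 5 lines and -0.05 with the fibroblast score as a covariate. The laminin genes Lama1 and Lama4 had log2 fold changes of 0.90 and 0.82 (adjusted p = 0.000469 and 0.0014), Col6a2 one of 0.75 (adjusted p = 0.00184), and Cd47, a receptor for thrombospondin, one of -1.21 (adjusted p = 0.000205). Cluster 2, the largest one higher in group I, held 14 of 25 clustered TGF-β and BMP genes and 17 of 27 clustered ECM genes (Fisher's exact test, adjusted p = 0.0137 and 0.000741). Collagens are also fibroblast markers, and the fibroblast list had a median log2 fold change of 0.52 (camera, adjusted p = 3.8e-07, and adjusted p = 0.34 with an estimated correlation).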

Analysis of KEGG (Kyoto Encyclopedia of Genes and Genomes) and WikiPathways (WP) databases, revealed upregulation of signaling pathways associated with stem cell pluripotency, such as TGF-β and PI3k-Akt. By contrast, lines from Group II displayed upregulation of genes from the turquoise module (1,431 genes), related with transport and localization process, as well as in nervous system development, neurogenesis, and neuron projection development, in terms of GO biological process. 

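Of 45 genes of neurons and nervous system development, listed before the data were examined, 14 were lower and 1 was higher in group I (17 lower and 1 higher when adjusted over the list alone). The median log2 fold change of the list was -0.48 (camera, adjusted p = 9.18e-05, and adjusted p = 0.366 with an estimated correlation), and within embryos 1, 2 and 3 it was -1.20, 0.10 and -0.57, with no test of whether these differ. In embryo 2 the mean levels of the list overlapped, at 2.44 to 3.19 log2 CPM in group I and 2.63 to 2.99 in group II. Nes, an intermediate filament gene of neural progenitors, stood at 28.9 ± 13.5 CPM in group I (SD, n = 11 lines) and 56.5 ± 11.7 CPM in group II (n = 8), a log2 fold change of -1.06 (standard error 0.16, adjusted p = 0.000227 from edgeR). Dpysl2, which acts in axon growth, had a log2 fold change of -0.84, and the kinesin genes Kif5c and Kif1a, which move cargo along axons, had -0.72 and -2.05 (adjusted p = 0.00163, 0.00194 and 0.000183 from edgeR). Cluster 3 held 18 of 35 clustered genes of this list (Fisher's exact test, adjusted p = 1.89e-05) and cluster 1 held 6. The fibroblast marker Col1a2 went the other way, at 138 ± 36.7 CPM in group I (n = 11) and 84.7 ± 24.5 CPM in group II (n = 8).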

Regarding the KEGG or WP databases, biosynthesis of amino acids and metabolic pathways, such as glycolysis and gluconeogenesis were processes upregulated in this module. 

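Glycolysis genes and other targets of HIF-1 had the smallest p of the 29 lists with camera at its preset correlation, and both had lower values in group I. Of 28 glycolysis genes, 15 were lower and 0 higher in group I (median log2 fold change -0.61, camera adjusted p = 1.7e-18, and adjusted p = 0.104 with an estimated correlation). Pgk1, a kinase of glycolysis, stood at 497 ± 195 CPM in group I (SD, n = 11 lines) and 1120 ± 261 CPM in group II (n = 8), a log2 fold change of -1.22 (standard error 0.16, adjusted p = 9.59e-05 from edgeR). Pgm1, Pfkl and Gpi1, further enzymes of sugar phosphates, had log2 fold changes of -1.47, -1.19 and -0.99 (the same adjusted p each). Of 29 HIF-1 targets outside glycolysis, 18 were lower and 0 higher (median -0.77, adjusted p = 1.19e-20, and adjusted p = 0.104 with an estimated correlation). Egln3, an oxygen sensor, had a log2 fold change of -1.96, and P4ha1, an enzyme of collagen hydroxylation, and Fam162a, a mitochondrial protein, had -1.58 and -1.48 (adjusted p = 0.000961, 5e-05 and 3.73e-05). Of 34 genes of amino acid biosynthesis, 4 were lower and 2 higher in group I (median -0.09, adjusted p = 0.0147, and adjusted p = 0.492 with an estimated correlation). The aminotransferase gene Gpt2 and the proline synthesis gene Pycr1 had log2 fold changes of -1.04 and -1.13, and Glul, which makes glutamine, had 0.61 (adjusted p = 9.59e-05, 0.000569 and 0.000573). Of 25 genes of cholesterol synthesis, 7 were lower and 0 higher (median -0.35, adjusted p = 5.16e-10, and adjusted p = 0.34 with an estimated correlation), among them Cyp51 and Msmo1 with log2 fold changes of -0.63 and -0.87. The counts of these 4 lists were the same when adjusted over the list alone, and no glycolysis, HIF-1 or cholesterol gene was higher by DESeq2 or at an unadjusted p under 0.05. The score of HIF-1 targets was lower where the score of the 5 fibroblast genes was higher, also among lines of the same embryo and group (Pearson r = -0.869, permutation p = 0.0011, adjusted p = 0.0016; Spearman rho = -0.86, permutation p = 0.00085, adjusted p = 0.0013; 9 relations tested; r = -0.798 without the 2 lines farthest from the median).

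**Figure D1:**
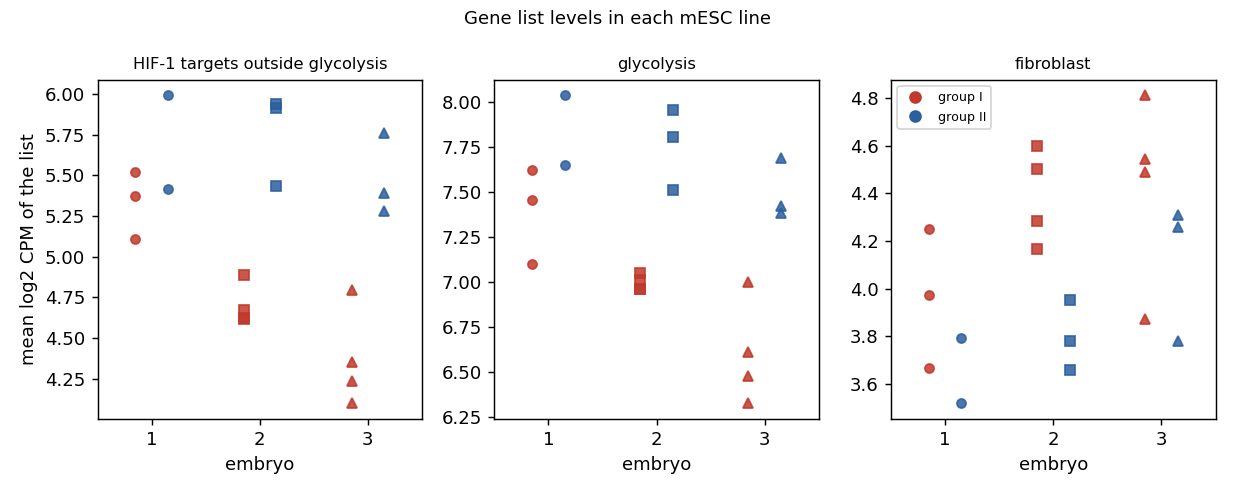
Mean log2 CPM of the genes of 3 lists in each line, by embryo, with lines of group I in red and lines of group II in blue. In embryo 3 the HIF-1 targets of group I lie at 4.10 to 4.79 and those of group II at 5.28 to 5.76, and in embryo 1 the groups overlap.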

Whereas transcriptional differences in genes included in modules blue and turquoise were evident between mESCs lines belonging to group I and those belonging to group II, differences were not as evident for genes in modules brown, green, and yellow, with some lines in each group showing upregulated and others showing downregulated expression of genes included in each of these three modules. Module brown (658 genes) was enriched in genes that play a role in biological processes such as development process as well as in neuron system development and generation of neurons, also consistent with the analysis performed with the KEGG database. 

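The third cluster was higher in most lines of group II, and the fourth and the fifth were mixed between the groups. Cluster 3, with 622 genes, held 14 of 38 PI3K-Akt genes, 12 of 26 imprinted genes and 7 of 15 trophectoderm genes among those clustered (Fisher's exact test, adjusted p = 0.0134, 0.00296 and 0.0421), besides the neuronal genes. Its eigengene differed between groups I and II by -1.10 SD (exact permutation test within embryos, p = 0.024, adjusted p = 0.04). The eigengenes of cluster 4 and of cluster 5, which has 117 genes, differed by 0.245 and -0.722 SD (exact permutation test, p = 0.64 and 0.15, adjusted p = 0.64 and 0.19). Since the groups were drawn from the same corrected libraries, the p of cluster 3 is not independent evidence of a group difference. No list passed the enrichment test in cluster 5. Of 31 genes of apoptosis and p53 targets, listed before the data were examined, 0 were called by edgeR in either direction between the groups (camera, adjusted p = 0.806), with 7 higher and 5 lower at an unadjusted p under 0.05 and 1 lower by DESeq2. Of these genes 5 were clustered, with 1 in cluster 2, 1 in cluster 3 and 0 in cluster 4. The list passed the enrichment test in no cluster, though 5 genes give that test little power.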

Genes in module green (105 genes) were related with biosynthetic process and, finally, module yellow (208 genes) was enriched in transcripts involved in apoptotic process and cell death. 

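Within each embryo, the medians of the naive pluripotency genes, the glycolysis genes and the HIF-1 targets lay on the same side of 0 as across all lines. The median log2 fold change between groups I and II of the naive genes of Figure 6 was 0.59, 0.40 and 0.37 in embryos 1, 2 and 3. That of glycolysis genes was -0.46, -0.57 and -0.69, and that of HIF-1 targets was -0.40, -0.96 and -1.07, with no test of these lists within an embryo. Other lists called across all lines had a median on the other side in 1 embryo, namely the neuronal genes and the imprinted genes in embryo 2 (0.10 and 0.02) and the genes of amino acid biosynthesis in embryo 1 (0.01). Compared within embryo 1, with 3 lines of group I and 2 of group II, 140 genes were higher and 598 lower in group I (edgeR). In embryo 2, with 4 lines against 3, 33 were higher and 172 lower, and in embryo 3, also with 4 against 3, 367 were higher and 773 lower. Since the groups were read from a component of all lines, likeness between the embryos is not independent evidence. A test of whether the group difference itself differs among embryos called 8 genes (248 by DESeq2), among them Cp, Dtx4 and Plat, a count that went from 0 without line 1.4 (1656 at an unadjusted p under 0.05) to 103 without line 1.2 and moved by over 1.5 times with each of the 19 lines left out in turn. In the comparisons within embryos, 1 gene was called higher and 16 were called lower in every embryo. The counts within embryos rest on single lines, since those of embryo 1 became 0 higher (473 at an unadjusted p under 0.05) and 31 lower without line 1.5, those of embryo 2 became 1 and 5 without line 2.1, and those of embryo 3 became 27 and 215 without line 3.2. From these analyses together, the paper reasons that lines from different blastomeres can be split by their transcription into a pair of groups, with pluripotency and development genes upregulated in one of them.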

Altogether, the results of these analyses indicate that mESCs lines derived from different blastomeres of the 8-cell embryo can be split into two different groups according to their transcriptional profiles, with one group showing upregulated expression of genes related with pluripotency and development.

**FIGURE 5:**
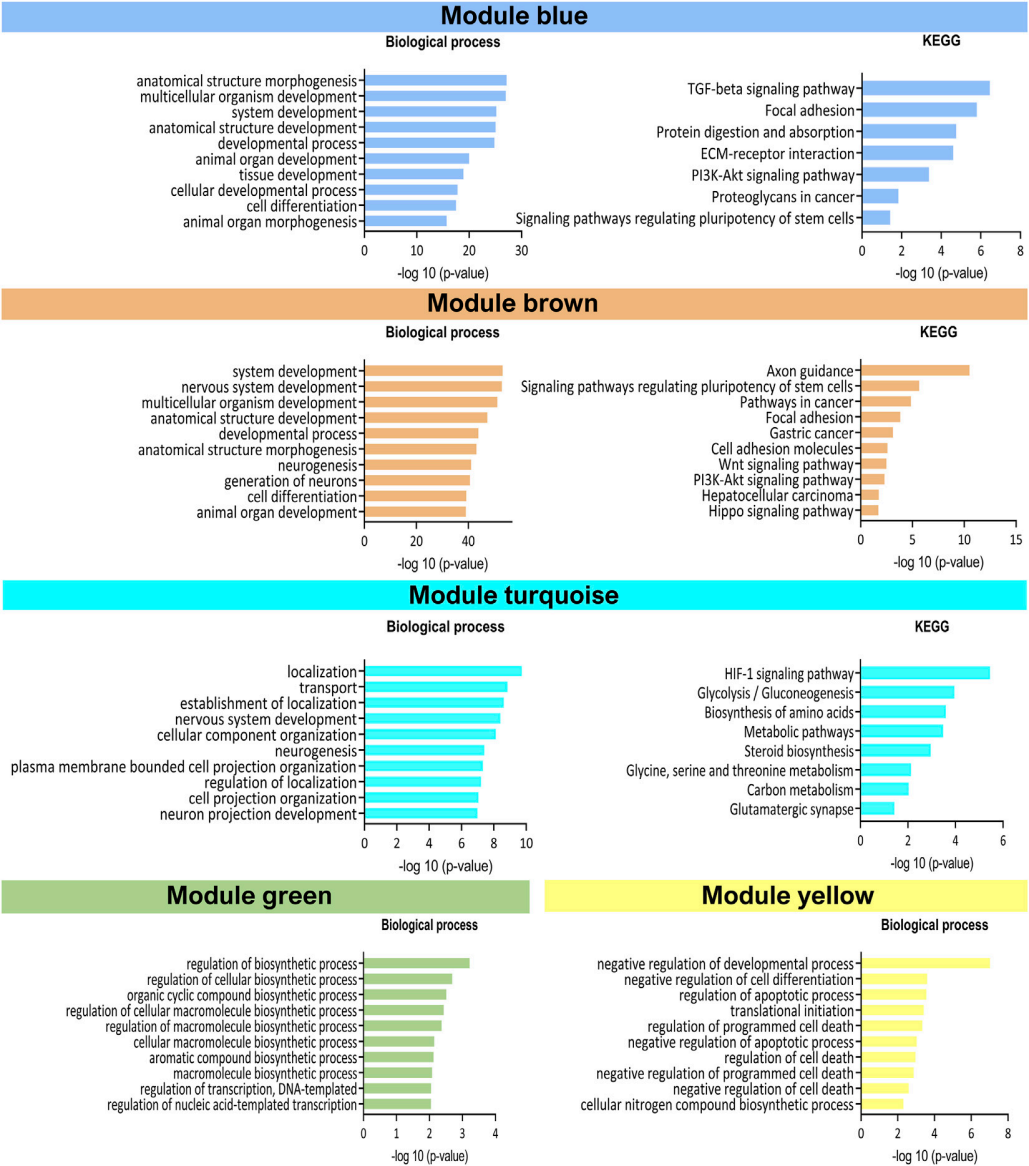
Representation of Gene Ontology enrichment analysis in the five WGCNA modules. Top 10 significantly enriched (-log10 (*p*-value)) GO process in GO biological process terms and KEGG database.

Finally, to visualize how the two groups of mESCs lines differed in their pluripotency potential, we produced a heatmap of the differential expression of several core, naïve and primed pluripotency genes (Figure 6). 

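Of 10 naive pluripotency genes of Figure 6, 3 were higher in group I and 0 were lower, and no core gene passed the 1.5-fold threshold. Tbx3, a transcription factor of naive mESCs, stood at 181 ± 70.9 CPM in group I (SD, n = 11 lines) and 80.7 ± 43.1 CPM in group II (n = 8), a log2 fold change of 1.24 (standard error 0.22, adjusted p = 0.000868 from edgeR). Tfcp2l1 and Klf4, which sustain self-renewal, had log2 fold changes of 0.86 and 0.68 (standard error 0.14 and 0.12, adjusted p = 0.000499 and 0.000961). Esrrb, Klf5 and Nr0b1 had 0.44, 0.45 and 0.58 (adjusted p = 0.00346, 0.00347 and 0.0169), Klf2 had -0.04 and Dppa3 had -0.16 (adjusted p = 0.867 and 0.47). Of 12 primed genes, 4 were lower in group I, namely Zic2, Lef1, Pou3f1 and Otx2, and 0 were higher. Zic2, a transcription factor active at the exit from the naive state, had a log2 fold change of -1.06 (standard error 0.15, adjusted p = 0.00018), while Nodal had 0.58 (adjusted p = 0.0675). Of 8 core genes, 0 were called by edgeR or DESeq2 in either direction, and 6 were higher and 0 lower at an unadjusted p under 0.05. Nanog had a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.00483), Sox2 0.16 (adjusted p = 0.0475) and Pou5f1 0.22 (adjusted p = 0.062). At an unadjusted p under 0.05, 8 naive genes were higher and 0 lower, and 1 primed gene was higher and 5 lower, and DESeq2 called as many as edgeR in each list. These 3 counts were the same when adjusted over the list alone, and since the study chose the genes for a figure of these lines, they are not independent evidence of the direction. The medians of the lists were 0.45 for naive, -0.25 for primed and 0.20 for core genes (camera, adjusted p = 3.43e-05, 0.0211 and 0.0216, and adjusted p = 0.34, 0.34 and 0.366 with an estimated correlation). Of 18 further naive genes, listed from general knowledge, 3 were higher, among them Nr5a2 and Tdh (median 0.33, adjusted p = 0.000641, and adjusted p = 0.34 with an estimated correlation). Of 18 further formative and primed genes, 8 were lower and 1 was higher, with Zic5, Sox11 and Pim2 among the lower ones (median -0.49, adjusted p = 0.00349, and adjusted p = 0.34 with an estimated correlation). The fibroblast markers moved with these lists, with Vim at 454 ± 91.8 CPM in group I (n = 11) and 303 ± 39.4 CPM in group II (n = 8). With the fibroblast score as a covariate, the primed list no longer passed the test (median -0.07, adjusted p = 0.536). Without line 1.5, neither did the core and primed lists (adjusted p = 0.0701 and 0.0626), nor the core list without lines 1.5 and 2.4 (adjusted p = 0.0608).

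**Figure D2:**
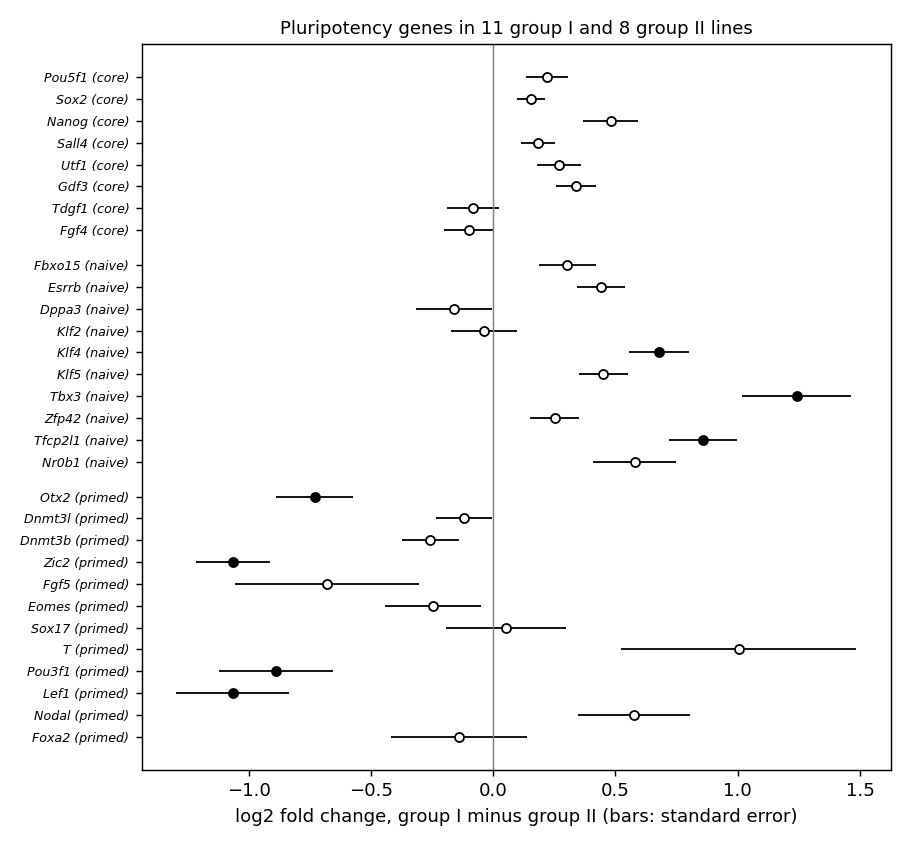
Log2 fold change of each gene of Figure 6 between 11 lines of group I and 8 lines of group II, with standard errors as bars and filled points for genes called differentially expressed. Filled points lie to the right for Klf4, Tbx3 and Tfcp2l1 and to the left for Otx2, Zic2, Pou3f1 and Lef1.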

Lines in group I showed upregulated expression of core and naïve pluripotency genes and downregulated expression of primed pluripotency genes compared with lines from group II. These results suggest that among the mESCs lines generated from sister blastomeres of the 8-cel embryo, half possess a higher pluripotency potential than the other half, according to their transcriptional profiles.

**FIGURE 6:**
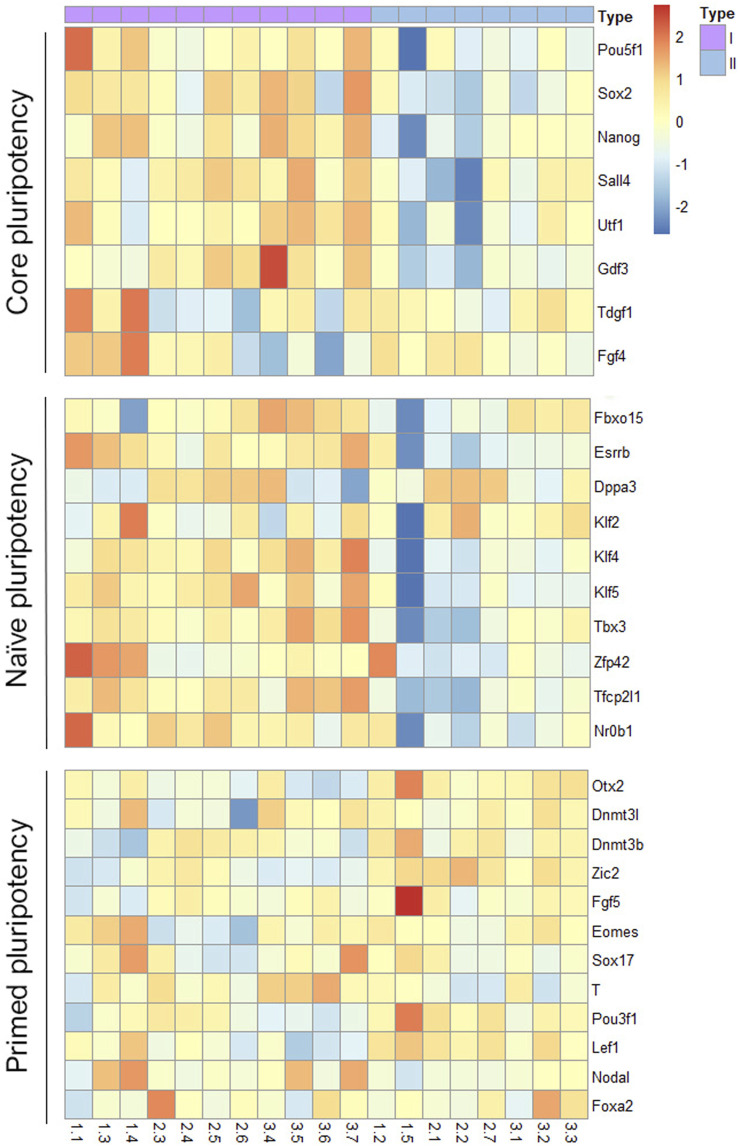
Heatmap representation of pluripotency gene expression in the two groups of mESCs lines. Differential expression of core, naïve and primed pluripotency markers in the two groups of blastomere-derived mESCs lines identified after between-embryo effect correction.

### Formation of cells of the three primary germ layers from mESCs lines obtained from sister blastomeres of 8-cell embryos

Finally, we sought to determine whether the transcriptional differences observed between the mESCs lines generated from single blastomeres (groups I and II) would create a bias in their ability to form cells of the three developmental germ layers. To this end, the same blastomere-derived mESCs lines used in the RNA-seq analyses were subjected to spontaneous *in vitro* differentiation for EB formation, and the expression of pluripotency (*Oct4*, *Nanog,* and *Rex1*), endoderm lineage (*Afp, Foxa2, and Ttr*), mesoderm lineage (*T-Brachyury, Nkx2-5,* and *Kdr*) and ectoderm lineage (*Nes, Pax6,* and *Fgf5*) marker genes was measured by qPCR on the EBs formed. All but one of the mESCs lines (line 2.1, a member of group II) were able to form EBs. Heterogeneity in the expression of these markers was evident among mESCs lines, regardless of the group they belonged to or the parental embryo they originated from (Figure 7). Although mESCs lines from group I exhibited a higher reduction in pluripotency gene expression (*Oct4, Rex1, Nanog*) upon differentiation, when compared with mESCs lines from group II, no biased differentiation towards a specific lineage was found among the mESCs lines of the two groups.

**FIGURE 7:**
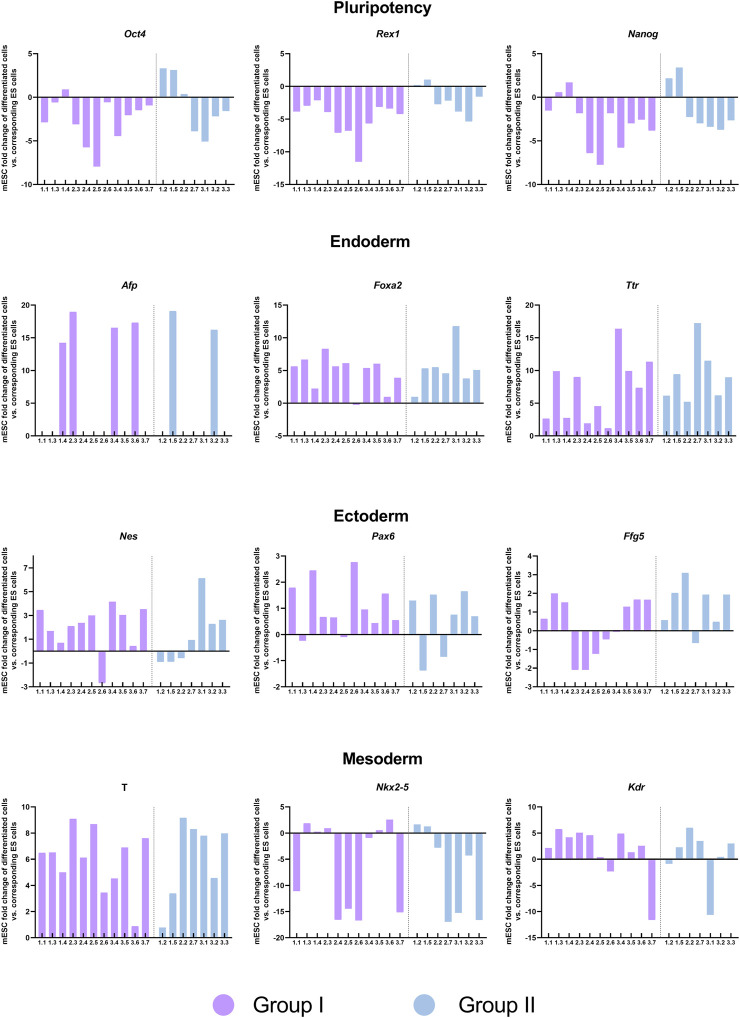
Expression of pluripotency and germ layer-specific genes in embryoid bodies generated from the blastomere-derived mESCs lines. Expression of pluripotency, endoderm, ectoderm and mesoderm markers in EBs analyzed by qPCR and normalized to their corresponding undifferentiated lines. The two groups of mESCs lines identified in the transcriptomic analysis are shown in different colors.

## Discussion

The derivation of ESCs lines from single blastomeres instead of whole blastocysts offers some potential advantages, such as the possibility of preserving the viability of the parental embryo, obtaining multiple lines from a single embryo, or producing lines with higher developmental and differentiation potential. In the first two cases, blastomeres of 8-cell embryos would be a better choice than blastomeres from earlier embryonic stages. Nonetheless, it is not known whether all blastomeres of an 8-cell embryo are equally capable of producing an ESCs line and this is a relevant question in terms of derivation efficiencies and potential efforts to improve them. Although several groups have succeeded in deriving ESC from 8-cell human and mouse embryos (Klimanskaya et al., 2006; Chung et al., 2008; Taei et al., 2013; Hassani et al., 2014b; Yang et al., 2017; Vila-Cejudo et al., 2019; Alonso-Alonso et al., 2022), the low number of embryos used or randomization of blastomeres obtained from the different embryos have precluded answering this question. Moreover, although the developmental potential of single blastomeres of 2-cell and 4-cell stage embryos has been explored in several studies, blastomere potency at the 8-cell stage has seldom been investigated (Boiani et al., 2019). Here, we attempted to answer this question by employing a high number of embryos (*n* = 126) and blastomeres (*n* = 1.008) and by keeping track of the parental embryo of each blastomere. We first analyzed the potential of sister blastomeres of 8-cell embryos to produce mESCs lines and cell aggregates containing pluripotent cells (as precursors of mESCs lines). To maximize the development of blastomeres into cell aggregates, outgrowths and mESCs lines, isolated blastomeres were cultured on feeder cells and in the presence of LIF and R2i in the culture medium (Alonso-Alonso et al., 2022).

The percentage of embryos that were able to produce at least one mESCs line (84.1%) was similar to the 85.3% derivation rate obtained by our group from whole blastocysts of the same mouse strain (Vila-Cejudo et al., 2019). Nonetheless, because most of the parental 8-cell embryos yielded more than one mESCs line, the total number of lines derived from the isolated blastomeres (292) was almost three times the number of lines we would have produced had we used the intact embryos (107 lines from 126 embryos, according to an 85% derivation rate). We were unable to obtain eight mESCs lines from a single embryo, but two embryos generated seven mESCs lines. Remarkably, to date, this is the highest number of mESCs produced from a single embryo reported in the literature.

The large variation in the number of mESCs lines obtained per embryo (0-7) suggests that blastomeres from 8-cell stage embryos are not equally competent at establishing mESCs lines and that the number of competent blastomeres is not uniformly distributed among embryos. Nonetheless, among the embryos that produced at least one mESCs line, those in which the mESCs generation potential was restricted to half or less of the blastomeres were much more abundant (91.5%) than those in which more than 50% of the blastomeres produced an mESCs line (8.5%). To the best of our knowledge, no similar studies have been performed with 8-cell embryos, but Lorthongpanich et al. (2008) also found that in the majority of 4-cell stage embryos only 50% or less of the blastomeres were able to produce outgrowths with visible ICM clumps. Similarly, Casser et al. (2017) demonstrated that blastomeres in most 2-cell mouse embryos displayed unbalanced abilities to generate mESCs lines, although this ability was concordant between the two blastomeres in approximately 30% of the embryos.

One of the limiting factors during mESCs establishment from whole blastocysts is the rapid loss of pluripotent EPI cells, the progenitors of mESCs, during the first few days of culture (Buehr and Smith, 2003). Therefore, we next examined the development of blastomeres at an earlier point in the derivation process (day 3 of culture), to determine their ability to produce pluripotent EPI cells before this culture-induced loss occurred. We again found large variability among embryos in the number of blastomeres that developed into OCT4+ and NANOG + cell aggregates (3-7). However, in this case, embryos in which more than half of the blastomeres were capable of developing into cell aggregates containing EPI cells were more abundant (60%) than those in which half or less of the blastomeres showed this capacity (40%). Moreover, a large variation in the number of EPI cells per aggregate was found among blastomeres, and the percentage of embryos that produced at least one NANOG + cell aggregate (100%) was higher than that of embryos that produced at least one mESCs line in the first set of experiments (84.1%). Altogether, these results led us to assume that the limiting factor for a blastomere to be able to produce an mESCs line should reside in its ability to produce a minimum number of pluripotent EPI cells rather than in its ability to simply generate a NANOG + cell aggregate, and we estimated this minimum number to be 5 cells. Lineage-tracing experiments should be performed in future studies to confirm it. However, interestingly, this number is similar to four or more EPI cells that have been reported to be required by the time of implantation for successful development to term (Morris et al., 2012).

Several studies have shown that blastomeres isolated from most precompaction embryos differ in their ability to form TE, EPI, and PE cells, indicating their unequal developmental potential (Krawczyk et al., 2021; Maemura et al., 2021). A developmental bias among sister blastomeres has also been reported in intact 4-cell and 8-cell mouse embryos, in which lineage tracing experiments demonstrated that most individual embryos contain blastomeres exhibiting biased and unbiased contribution patterns to TE and ICM and their derivatives (Tabansky et al., 2013). Other lineage tracing experiments in intact 2-cell and 4-cell embryos have also revealed that, on average, half of the cells of the embryo preferentially contribute to TE, while the other half contribute preferentially to ICM (Jedrusik et al., 2008). Considering these results, it would seem reasonable to assume that blastomeres that gave rise to mESCs lines in our study were those with an intrinsically higher developmental potential in the intact embryo. In this scenario, a biological constraint could be limiting the generation of mESCs to only half or less of the blastomeres of most 8-cell embryos, although this number could be further reduced by culture conditions that do not allow to maintain the inherent developmental potential of some blastomeres during the mESCs derivation process. Indeed, the maximum rate of mESCs derivation achieved so far from the blastomeres of 8-cell embryos is 50% (Hassani et al., 2014a). However, because the culture conditions used in this study were very similar to ours, these results could probably be attributed to the much lower number of blastomeres used (*n* = 72) compared with our study (*n* = 1.008), rather than to the use of ideal experimental conditions for the maintenance of blastomere developmental potential.

In addition to this biological constraint, the plasticity of embryonic development and the presence of signaling modulators in the derivation medium should also be considered when interpreting the results of our study. Blastomeres of 8-cell embryos show impaired ability to form pluripotent EPI cells after isolation and culture in standard embryo culture medium, and they tend to develop as trophoblastic vesicles instead of forming blastocysts (Krawczyk et al., 2021; Maemura et al., 2021). This could be attributed to the lack of cell-cell contacts and positional information, which was shown to induce blastomeres to change their gene expression pattern towards a unique pattern characteristic of neither ICM nor TE, but with a tendency to mimic that of TE cells (Lorthongpanich et al., 2012). This could explain the extremely low rates of mESCs derivation from isolated blastomeres of 8-cell embryos (Wakayama et al., 2007; González et al., 2010) and their partial rescue when incubating the blastomeres for 24 h with E-cadherin to mimic cell-cell contacts (González et al., 2011b). Similarly, the addition of 2i or R2i to the culture medium significantly improves mESCs derivation rates from single 8-cell blastomeres (Hassani et al., 2014b; Vila-Cejudo et al., 2020; Alonso-Alonso et al., 2022). The signaling modulators present in these cocktails have been shown to expand the pluripotent EPI population in intact embryos and isolated blastomeres (Nichols et al., 2009; Van Der Jeught et al., 2014; Alonso-Alonso et al., 2022) and their effects on the maintenance of ESCs pluripotency are well known (Ying et al., 2008). Moreover, MEK inhibition has been shown to promote the retention of pluripotent cells during the outgrowth phase of mESCs derivation (Buehr and Smith, 2003). Therefore, the use of R2i in our mESCs derivation medium could be promoting the maintenance of the pluripotent potential or the reversal of their pre-determined non-EPI fate after isolation and the loss of cell-cell contacts. Considering all this, the mESCs derivation rates obtained in the present study are probably the result of a combination of the biological constraints in terms of developmental potential among sister blastomeres, the developmental plasticity of the blastomeres and the culture conditions. Efforts to increase derivation rates should therefore be focused on improving experimental protocols to maintain pluripotency after isolation in blastomeres with higher developmental potential in the intact embryo and to promote the redirection of cell fate towards the EPI lineage in those ones with lower developmental potential. Alternatively, groups of 2 or 3 blastomeres from each 8-cell embryo instead of a single one could be used to ensure the generation of the minimum number of EPI cells required for the successful establishment of a mESCs line, as demonstrated by Morris et al (2012).

Next, we were interested in determining whether mESCs lines produced from different blastomeres of the same embryo are equivalent in terms of their transcriptional signature. To the best of our knowledge, only one study has addressed this question, using mESCs derived from single blastomeres of 8-cell human embryos (Zdravkovic et al., 2015). We found that the transcriptional profile of the mESCs lines differed according to the parental embryo from which they were established, in contrast to the findings of Zdravkovic et al (2015). This discrepancy may be attributable to genetic differences among embryos, as all human embryos used in the previous study were collected from a single couple whereas our embryos were collected from different donor hybrid F1 mice. F1 animals are genetically identical (heterozygous at all loci where the inbred parental strains differ) but F2 embryos are genetically distinct as a result of meiotic recombination and random chromosome segregation during meiosis, and may bear different contributions from the two parental inbred strains. Surprisingly, we also found a high number of pseudogenes in the top 50 differentially expressed genes among the mESCs derived from different embryos. Although pseudogenes cannot produce functional proteins, it has been reported that some can be transcribed and may play a role in regulating the expression of protein-coding genes (Pink et al., 2011). Most of them are processed pseudogenes, generated by highly expressed housekeeping genes (Pink et al., 2011); therefore, it is not surprising that most of the pseudogenes identified in our analyses were related to genes encoding ribosomal proteins. However, the fact that so many pseudogenes are present among the top differentially expressed genes in mESCs lines derived from the different embryos deserves further investigation, which is beyond the scope of the present study.

When we removed between-embryo variability, differences at the transcriptional level between mESCs lines derived from the same embryos became apparent, and interestingly, the lines consistently segregated into two distinct groups. When compared with the lines in group II, the lines in group I displayed upregulation of genes involved in developmental and morphogenesis processes and in signaling pathways associated with stem cell pluripotency, and of core and naïve pluripotency genes. This suggests that half of the mESCs lines generated from each embryo possess a higher pluripotency potential than the other half. Because the derivation of mESCs lines is a long process, it is not possible to completely rule out that differences in the lines’ transcriptomes were acquired during the generation of the line and extended culture. However, the fact that the same pattern was observed in all three parental embryos and that a high number of lines were analyzed for each embryo (5-7), rather suggests that these differences stem from the blastomere that the lines originated from and were maintained during derivation and culture. It is tempting to speculate that lines in group I could have been established from the blastomeres that in the intact embryo possessed the highest developmental potential, whereas lines in group II could derive from those blastomeres with lower developmental potential in which redirection of cell fate towards the EPI lineage after isolation and culture successfully occurred. Because most of the lines used in the transcriptome analysis were obtained from two embryos in which 7 of the 8 blastomeres produced mESCs lines, this reinforces the idea that in the intact 8-cell stage embryo about half of the blastomeres would belong to each of these two categories. It would be interesting to investigate transcriptional differences among sister blastomeres of the 8-cell embryo in future studies to corroborate this idea. Zdravkovic et al. (2015) also found differences in gene expression among lines derived from the same embryo and related them to heterogeneities among the parental sister blastomeres, but the results of the two studies are difficult to compare in terms of the particular genes differently expressed because of the different species of the mESCs lines and the primed pluripotency of hESCs *versus* the naïve pluripotency of mESCs lines. Moreover, only two of the four 8-cell embryos used in this previous study had produced more than two lines, and the other two embryos had resulted in only one line.

Finally, despite the higher pluripotency of mESCs lines belonging to group I and the upregulated expression of genes related to nervous system development in lines belonging to group II, the two groups of lines did not show biased differentiation into any of the three primary germ layers. Terminal differentiation into derivatives of the three germ layers could be performed in future experiments for a more definitive assessment of whether a correlation exists between the transcriptional differences between the two groups of lines and their differentiation potential.

In summary, we have demonstrated that it is possible to obtain multiple mESCs lines from the blastomeres of a single 8-cell embryo, but that blastomeres at this developmental stage are unequally competent at producing mESCs lines. We estimated that this competence is related to their ability to produce at least five EPI cells during the first 3 days of culture. Our results also suggest that the current derivation rates probably reflect a combination of three factors: biological constraints, developmental plasticity, and culture conditions. Although in most embryos up to half of the blastomeres would have a higher developmental potential (thus, more competent at mESCs generation), isolation and culture of the blastomeres could reduce this potential. This could be prevented by culture conditions, such as the use of R2i, which could also allow to “rescue” those blastomeres with reduced developmental potential, by redirecting their cell fate to the EPI lineage. It is possible that the two distinct types of transcriptional signatures identified in the mESCs lines produced from the same embryos reflect the intrinsic developmental potential of the parental blastomeres from which they originated. However, these two different transcriptional signatures did not affect the ability of the lines to differentiate into cells of the primary germ layers. Our findings may help improve the generation of mESCs from single blastomeres and the understanding of cell fate determination in the preimplantation mouse embryo.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE233762.

# Supplementary material for: Blastomeres of 8-cell mouse embryos differ in their ability to generate embryonic stem cells and produce lines with different transcriptional signatures
**Source:** Front Cell Dev Biol. 2023 Oct 9;11:1274660. doi: 10.3389/fcell.2023.1274660
**Supplement:** Supplementary file 1

Supplementary information

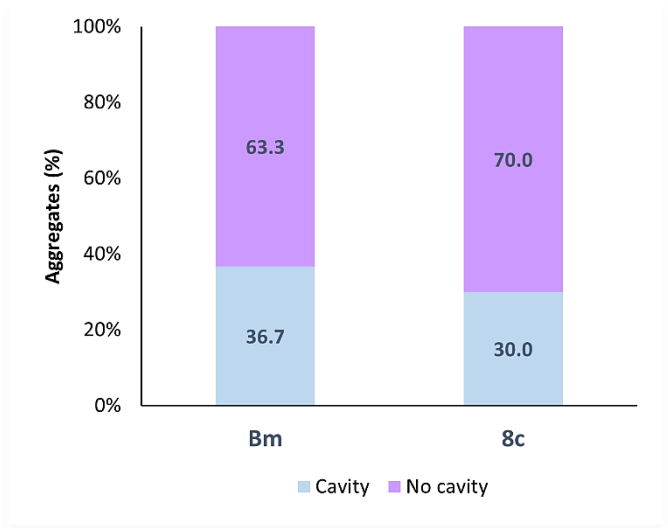

Fig. S1. Cavitation in cell aggregates. Percentage of cell aggregates with and without cavity obtained from single blastomeres (Bm) and from control zona-free 8-cell embryos (8c).

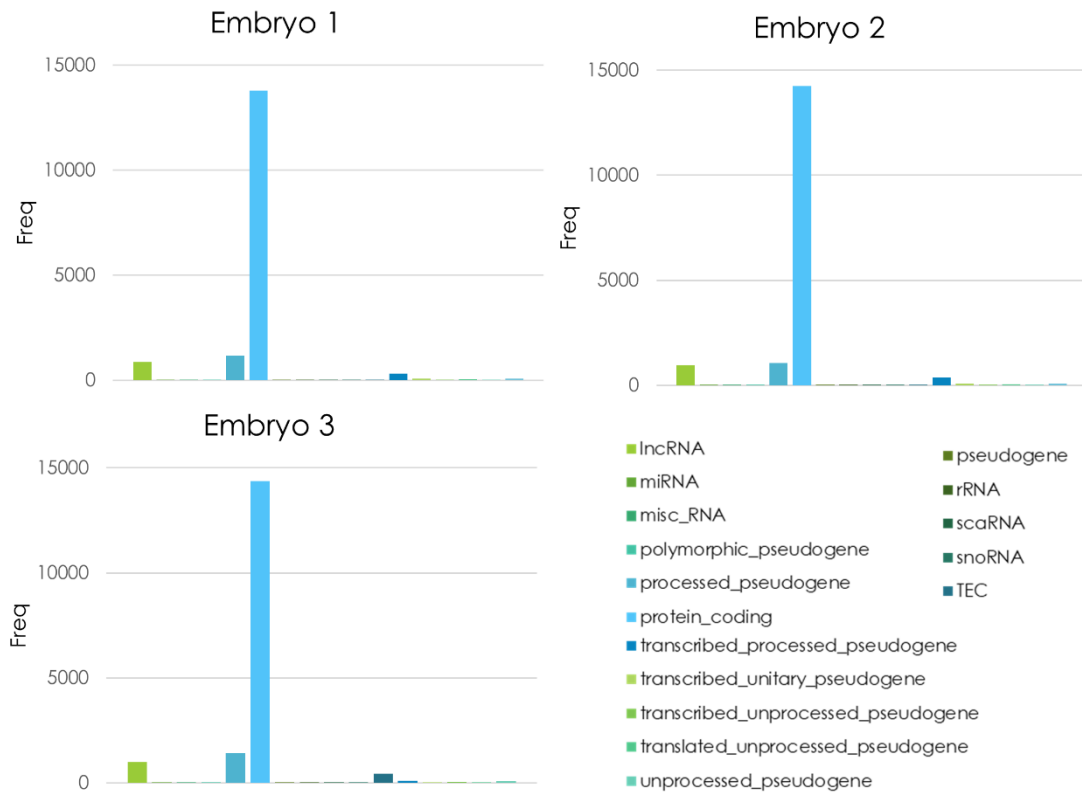

Fig S2. Types of genes expressed by mESCs lines derived from single blastomeres of three different embryos. Frequency of different types of genes expressed by all the mESCs lines generated from each of the embryos analyzed.

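Protein coding genes made up most of the genes expressed in every line of an embryo. With expression set at 10 or more counts in each line, 13468 protein coding genes were expressed in embryo 1 (n = 5 lines), 13589 in embryo 2 (n = 7) and 13506 in embryo 3 (n = 7), of 15552, 15612 and 15669 genes in all. Processed pseudogenes, intronless copies of transcripts that were inserted back into the genome, came to 873, 840 and 999. There were 725, 690 and 675 lncRNA genes. With a minimum of 1 count, the processed pseudogenes came to 2178, 2067 and 2285, and with at least 1 CPM to 353, 345 and 398. The paper's text does not name its threshold for expression.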

Table S1. Percentage of cell aggregates with and without cavity derived from single blastomeres and control 8-cell embryos containing OCT4-positive and NANOG-positive cells.

Group	Type of aggregates	Nº of aggregates	OCT4+ (n)	NANOG+ (n)
Blastomeres	Cavity	36	86.1 (31)	77.8 (28)
	No cavity	62	90.3 (56)	75.8 (47)
8-cell embryos	Cavity	3	100 (3)	100 (3)
	No cavity	7	100 (7)	100 (7)

Table S2. Mean number of total, OCT4-positive and NANOG-positive cells in cell aggregates with and without cavity derived from single blastomeres and control 8-cell embryos.

Group	Type of aggregates	Total cells	OCT4+ cells	NANOG+ cells
Blastomeres	Cavity	29.9 ± 1.5	6.3 ± 0.8	3.4 ± 0.5
	No cavity	28.7 ± 1.5	6.8 ± 0.8	3.2 ± 0.4
8-cell embryos	Cavity	111.3 ± 7.4	30.7 ± 4.3	16.3 ± 1.8
	No cavity	88.3 ± 13.4	29.0 ± 4.6	16.3 ± 3.0

Table S3. Mean ratios of OCT4+/total cells, NANOG+/total cells and NANOG+/OCT4+ cells in cell aggregates with and without cavity derived from single blastomeres and control 8-cell embryos.

Group	Group	OCT4+/total cells	NANOG+/total cells	NANOG+/OCT4+
Blastomeres	Cavity	0.23 ± 0.03	0.12 ± 0.02	0.57 ± 0.06
	No cavity	0.26 ± 0.03	0.13 ± 0.02	0.48 ± 0.04
8-cell embryos	Cavity	0.28 ± 0.04	0.15 ± 0.03	0.54 ± 0.07
	No cavity	0.33 ± 0.03	0.19 ± 0.02	0.56 ± 0.02

How the deposited data were processed for this re-analysis (not part of the article)

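RNA from 19 mESC lines, each grown from a single blastomere of an 8-cell embryo on human HFF-1 feeder cells, was sequenced by the authors with stranded poly-A libraries, 1 per line. As the paper states, reads were aligned with STAR 2.7.8a to GRCm39 and counted with RSEM 1.3.0 on the GENCODE M27 annotation. The paper states DESeq2 1.18 for differential expression, ComBat-seq of sva 3.40 for the removal of differences between embryos, and WGCNA 1.69 for modules. The deposited table holds RSEM counts for 55416 genes and 19 lines, every value a whole number, so the expected counts had been rounded before deposit, and 19924 genes are at 0 in every line. No human reads can be told apart in it, since the alignment was to the mouse genome alone.

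Lines were assigned to embryos by their labels, and to groups I and II by Figure 4C, with line 2.2 placed in group II as the paper does from its WGCNA. Group I holds 11 lines and group II 8. The total counts of embryos 1, 2 and 3 had medians of 38528196, 41763968 and 43536937, and those of groups I and II had medians of 40769908 and 43409629. The groups differed in log2 total by -0.02 (exact permutation test within embryos, p = 0.733). Among 171 pairs of libraries, 0 were identical. Gene coordinates come from a later GENCODE annotation of the same assembly, in which 54749 of the 55416 gene IDs were found without their version number.

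Counts were filtered with filterByExpr, normalized by TMM and fitted with the quasi-likelihood test of edgeR 4.0.16, with embryo as the term for embryos and with embryo and group for the groups, under R 4.3.3. A further fit gave each embryo its own group difference and tested whether these differ. P was adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. The 29 gene lists were written from Figures 6 and 7 of the paper, from the terms of Figure 5 and from general knowledge before the data were examined, as were the comparisons, the tests and most alternatives. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. PCA followed the paper, with rlog of DESeq2 1.42.0 on the 500 most variable genes, after ComBat-seq of sva 3.50.0 for the corrected form. Clusters were made from 3998 genes with a variance over 0.05 by a signed network at power 12, topological overlap and average linkage, with at most 5 clusters of 100 or more genes kept, since the WGCNA package was not at hand. The parents of 1693 pseudogenes were searched for by sequence with BLAST 2.17.0, and 1598 had one. Group differences of single values were tested by exact permutation within embryos, correlations across lines with 100000 permutations, and lists in clusters by Fisher's exact test over the clustered genes.

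The named genes are those of Figures 6 and 7, the 10 largest and 10 smallest log2 fold changes between the groups among called genes with a mean of at least 1 CPM and the same direction in each embryo, the 10 genes with the smallest p among embryos, the 5 largest changes in each direction for each pair of embryos, up to 4 called members per list, and the Y-linked genes and Xist. The colours of Figure 6 had been seen before. Other genes named here were chosen after their values were seen. The fit was tested on simulated data with 200 changed genes, drawn from those with a mean over 1 CPM. Their spread came from a fit with embryo and group, and the simulation for embryos held no group difference. The recovery between embryos can therefore be lower in the real data. Of 100 genes changed 2-fold, 93 were recovered between the groups, 84 between embryos 2 and 1, 93 between embryos 3 and 2 and 72 between the groups within embryo 3, and of 100 changed 3-fold 97, 94, 99 and 92. Other genes called there numbered 4, 0, 4 and 3.

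The alternatives were DESeq2, RLE factors, no filter or a minimum of 1 CPM in 5 lines, no fold threshold, leaving out each line, leaving out lines 1.5 and 2.4, whose library names stand outside the run of the others, the line number as a replicate block, the group as a covariate, no embryo block, ComBat-seq counts, line 2.2 left out, other transformations, gene numbers, networks, variance minimums, rankings and count minimums. Added after the data were examined were leaving out 5 lines with a chromosome-wide shift, protein coding genes alone, and the mean log2 CPM of Col1a1, Col1a2, Col3a1, Lum and Dcn as a covariate. The derivation, immunostaining, aggregate and qPCR experiments have no deposited values and were left out.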

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

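The tests of the pseudogenes, of the chromosome-wide shifts and of a dilution of group I were chosen after the results were seen, as were the alternatives that leave out 5 lines or use a fibroblast score as a covariate.

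Group I differed from group II in 2417 genes, where library size did not follow the corrected first component (r = -0.126 across 19 lines), X-linked genes lay close to autosomal ones (-0.0504 on the log2 scale), and the autosome farthest from the rest, chromosome 8, was off by -0.14. Chromosome 8 was raised in lines 2.2 and 3.1, both of group II, so this median does not exclude that shifts in single lines add to the called genes. Primitive endoderm cells stay open, since 4 of 21 of their genes were called higher, Gata6, Lama1, Dab2 and Pdgfra, and 1 lower, Serpinh1, and a median of 0.211 over genes that go both ways decides nothing. By the limit set before the data were examined, which looked at the median alone, this median would have counted against such cells. RNA of fibroblasts left after feeder removal stays open for the genes that were higher in group I: 12 of 30 fibroblast genes were called higher, but Acta2 was lower and Fn1, the most abundant of them, had a log2 fold change of -0.12. For the genes that were lower, such as those of glycolysis, dilution by other RNA would lower the core pluripotency genes as well. The glycolysis list had a median of -0.61 and the core list 0.20. TMM scaling can take out a dilution shared by most genes, and the study chose the core genes for a figure of these lines. The sign of the core median therefore decides nothing, though a dilution equal for all mESC transcripts would not set these lists apart. The real split gave 2417 genes and, of 100 splits, the highest of the others gave 1, but the groups were drawn from these libraries, so chance cannot be judged from this, and since the embryos and the history of each blastomere differ too, a biological origin is untested.

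Processed pseudogenes were higher in group I, with 575 called higher, a signal that the paper does not report. Reads shared with mouse parent genes would make the pseudogenes follow their parents. All processed pseudogenes with a tested parent had a median log2 fold change of 0.476, and their parents 0.0525. The 116 of glycolysis genes had 0.406, a little under that median. Among them the 83 of Gapdh had 0.28 and Gapdh itself -0.15, and the other 33 had 0.58 and their parents -0.88. These 33 lay above the median of all while their parents were lower, which shared reads do not predict. For the 83 of Gapdh, which lay below it, a part of shared reads is not excluded. DNA in the libraries would raise unspliced and intergenic models, but genes of the type TEC, which await experimental evidence, had a median of -0.162. The level of processed pseudogenes followed the score of 5 fibroblast genes among lines of the same embryo and group (r = 0.838, permutation p = 0.00015, adjusted p = 0.00029; rho = 0.853, permutation p = 0.00041, adjusted p = 0.00074; 9 relations tested; r = 0.724 without the 2 farthest lines), which is consistent with human feeder RNA that aligns to mouse pseudogenes, although a state of the cells that changes both is not excluded. No human reads can be counted in the deposited table, and no biological explanation was tested.

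Whole chromosomes or large parts of them were shifted in 5 lines against their sister lines, in data the paper does not report on. Median log2 differences were 0.444 for chromosome 8 in line 2.2, 0.361 for chromosome 8 in line 3.1, 0.369 for chromosome 13 in line 3.2, -0.430 for chromosome 14 in line 3.6 and -0.414 for chromosome 6 in line 3.7. The lines with an upward shift were all in group II and those with a downward shift in group I. Gene sets of matched expression and GC content went no farther than 0.0838 from 0 in 10000 draws, and at least 72.2% of the genes of each chromosome lay on the side of its shift, so neither composition nor a few genes account for them. In lines 3.2, 3.6 and 3.7 the shift lay on 1 side of the middle of the chromosome, with medians of 0.64, -0.52 and -0.60 there and 0.02, 0.05 and -0.02 on the other. A gain or loss of copies of a chromosome or of a part of it, in all or a share of the cells, is a candidate explanation, which expression alone cannot decide.

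Single lines stood far from their sister lines in 39 of 513 groups tested by Dixon's ratio, the gap to the nearest line over the range, where chance gives about 1 in 20; 13 of them are in line 1.5, 7 in line 2.6 and 5 in line 1.4. Low in line 1.5 were the naive list of Figure 6 (0.780), the further naive list (0.851), the translation initiation list (0.712), Sox2 (0.761), Gdf3 (0.712), Esrrb (0.733), Klf5 (0.757), Zfp42 (0.794), Gm4322 (0.714), Tdh (0.890) and Etv4 (0.734), and high were the X inactivation list (0.713) and Ddit4 (0.712). Low in line 1.4 were the Y-linked list (0.960), Uty (0.914), Ddx3y (0.932), Eif2s3y (0.906) and Kdm5d (0.869), and its Ddx3y count was 76. In line 2.6, Fgf4 (0.591), Tal2 (0.667), Olig1 (0.661) and Krt19 (0.585) were low and Inhbb (0.610), Rpl15-ps6 (0.699) and Hmga1b (0.588) were high. In line 2.2, Utf1 was low (0.764) and the two-cell-like list (0.776) and Gm15772 (0.672) were high. In the other lines of embryo 1, the TGF-β and BMP list was low (0.751) and Olig1 high (0.755) in line 1.1, Tmprss11f was high (1) in line 1.2, and the ATF4 list was low (0.720) in line 1.3. In the other lines of embryos 2 and 3, Dnmt3b was low in line 2.1 (0.651), Gm48168 high in line 2.5 (1), the MEK-ERK list low in line 3.1 (0.747), Uty low in line 3.3 (0.635), Dazl high in line 3.4 (0.602), and Tdgf1 (0.693) and the apoptosis list (0.648) low in line 3.6. Gm48168 and Tmprss11f rest on 2 counts in the line named against 0 in its sister lines, Uty in line 3.3 on 0 against 5 to 13 and Tal2 in line 2.6 on 1, so these lie at the floor.

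The group difference itself differed among the embryos in 8 genes, among them Dtx4, Cp, Utrn, Ier3 and Plat, each of these at an adjusted p of 0.0495 from edgeR, but with 1 line left out the count went from 0 (without line 1.4, with 1656 at an unadjusted p under 0.05) to 103 (without line 1.2), moving by over 1.5 times in each of 19 cases, and it was 0 by edgeR with a minimum of 1 CPM (1368 at an unadjusted p under 0.05) and 248 by DESeq2. Cp, a copper-carrying ferroxidase, had log2 fold changes of -5.24, 0.26 and -4.57 in embryos 1, 2 and 3. Of the 14 clustered two-cell-like genes, 13 fell into 1 cluster.

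Splits of the same lines at random bear on the counts among embryos, with 100 splits each including the real one. Only the real split was as large for embryo 2 against 1 (822 genes, highest other 7) and for embryo 3 against 1 (1029, highest other 759). The same held for embryo 3 against 2 (1062, highest other 99) and for all 3 embryos (1791, highest other 2). A share of 1 in 100 is the smallest that these splits can give. Lines of the same embryo share their origin, so the splits show that sister lines were alike and not what set the embryos apart.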

How the results depend on the processing

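The alternatives that leave out the 5 lines with a chromosome-wide shift, use protein coding genes alone or use the fibroblast score as a covariate were chosen after the data were examined. A count was taken as the same within 1.5 times the main count, and a test where its direction and side of the threshold stayed. Over all alternatives, 714 of the recomputed values for embryos and groups were the same, 119 moved, 12 were weaker and 4 stronger. Of single genes and other lists, 15906 were the same, 452 weaker, 202 stronger, 4 moved and 2 reversed. For every change given here without a reason, the cause was not tested. With an estimated correlation the medians are the same, -0.0867 for amino acid biosynthesis, 0.203 for core, 0.446 for naive, -0.251 for primed, -0.609 for glycolysis, -0.771 for HIF-1 targets and -0.483 for neurons, but none of these lists passed the test. Of the genes higher and lower in embryo 3 than in embryo 1, there were 656 higher with DESeq2, 834 and 1062 with group as a covariate, 248 and 333 with the line number as a replicate block (269 lower in embryo 2 than in embryo 1), 915 lower with no fold threshold, 396 lower without lines 1.5 and 2.4, and 216 and 286 without the 5 shifted lines. Against embryo 2, embryo 3 had 746 and 1064 with group as a covariate and 186 and 176 without the 5 lines, and genes differing among the 3 embryos numbered 3076 and 1055. Most of the 5 lines came from embryo 3, so the counts without them also rest on fewer samples. Between the groups, 596 genes were higher with a minimum of 1 CPM, 511 with the replicate block and 487 among protein coding genes; 752 and 747 were higher and lower with no embryo block, 2584 and 2647 with no fold threshold, 203 and 526 without the 5 lines (fewer samples) and 0 and 0 with the fibroblast score. That score also reversed the list of its own cell type (fibroblast, group I against group II, -0.0262), which holds its genes, took the primed list to -0.0683 and the PI3K-Akt list past the threshold (-0.0875, adjusted p = 0.0155), as did leaving out the 5 lines (-0.138); Rps18-ps6, group I against group II, reversed with no embryo block (-0.0359). The core list was at 0.150 without lines 1.5 and 2.4. The largest cluster lower in group I had 2350 genes with an unsigned network and 450 with a variance over 0.1, and the largest higher one 131 and 322, with an eigengene difference of 0.273 in the first; the third cluster had 994 genes with embryo means subtracted, 131 with the unsigned network and 322 with the higher variance. The pseudogenes were 57 of the top 100 and 17 of the 50 with the largest fold changes. With at least 1 count in every line, embryos 1, 2 and 3 expressed 1774, 1707 and 1719 lncRNA genes and 2178, 2067 and 2285 processed pseudogenes, and with at least 1 CPM 305, 298 and 279 and 353, 345 and 398. Genes whose group difference differs among embryos numbered 248 with DESeq2, 0 by edgeR with the CPM minimum (1368 at an unadjusted p under 0.05) and 0 to 103 with 1 line left out, where each of the 19 lines moved it by over 1.5 times (0 without line 1.4, with 1656 at an unadjusted p under 0.05, and 103 without line 1.2). Within embryo 1 DESeq2 called 372 and 951, within embryo 2 233 and 444, and within embryo 3 660 higher. Leaving out 1 line gave 0 to 1084 higher and 31 to 1532 lower within embryo 1 (lines 1.5 and 1.2), 1 to 208 and 5 to 685 within embryo 2 (lines 2.1 and 2.7), 27 to 662 and 215 to 944 within embryo 3 (lowest without line 3.2), 280 to 560 higher in embryo 3 than in embryo 1 (280 without line 1.2), 0.145 to 0.223 for the core list and -0.284 to -0.185 for the primed list (neither past the threshold without line 1.5), 0.0587 to 0.151 for the ECM list (adjusted p = 0.0408 without line 3.4 and up to 0.465 without others) and -0.177 to -0.132 for the PI3K-Akt list (adjusted p = 0.0366 without line 2.2 and up to 0.29 without others). Depth limits what can be said of genes outside the 18878 and 20333 of 55416 that passed the count filter for embryos and for groups, since these were not tested.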

Differences from the paper's values

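The paper reports 208 genes in its yellow module, and cluster 4 here, by size, held 118. Among the alternatives set before the data were examined, subtracting embryo means in place of ComBat-seq gave 144, within 1.5 times the paper's value, and an unsigned network gave 109, which is not; with a variance minimum of 0.1 there was no cluster 4. The paper used the automatic network construction of the WGCNA package, which was not at hand here. The paper relates most pseudogenes of its heatmap to ribosomal protein genes, without saying how this was judged. Of the 33 among the 50 genes here, 12 have a ribosomal protein symbol or parent, besides Rps18-ps5 and Rps18-ps6, which are annotated as protein coding. The 50 genes here are those with the smallest p, a ranking that the paper's text does not state, so they need not be the paper's. It places TGF-β and PI3K-Akt signaling among the pathways upregulated in group I. Of 57 and 85 genes listed here, 6 and 5 were higher and 6 and 9 lower, with medians of -0.04 and -0.15, while 14 of 25 clustered TGF-β and BMP genes fell into the cluster higher in group I and 9 of 38 PI3K-Akt genes did. It places nervous system development in the turquoise module as well as in the brown one, and the list here was enriched in cluster 3 (18 of 35) and not in cluster 1 (6 of 35). It shows core genes as upregulated in group I, and 6 of 8 had positive values here with 0 past a fold change of 1.5, while with no fold threshold Nanog, Gdf3, Utf1 and Sox2 passed at an adjusted p under 0.05 and Tdgf1 and Fgf4 had log2 fold changes of -0.08 and -0.10.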

Other observations

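The tests of pseudogenes that share a parent, of X-linked expression and of the split along the corrected first component were chosen after the results were seen.

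Of 17 targets of MEK-ERK signaling, which the culture medium inhibits, 4 were higher and 1 lower in group I (camera, adjusted p = 0.0211, and adjusted p = 0.34 with an estimated correlation), with log2 fold changes of 1.27 for the transcription factor gene Etv4, 1.13 for the feedback inhibitor gene Spry4 and 0.94 for Fosl1, while Ier3 was lower at -0.99. Of 19 germline genes that DNA methylation silences, 3 were higher (adjusted p = 0.0106, and adjusted p = 0.34 with an estimated correlation), with 1.12 for Sycp1, a protein of the synaptonemal complex, and 0.71 for Dazl. Of 25 genes of the ATF4 stress response, 8 were lower in group I (adjusted p = 3.15e-07, and adjusted p = 0.34 with an estimated correlation), among them Chac1 at -1.30 and Vldlr at -1.90. Of 36 imprinted genes, 2 were lower, Sgce at -1.21 and Meg3 at -0.60 (adjusted p = 0.0106, and adjusted p = 0.366 with an estimated correlation), and the median of the list was on the other side in embryo 2 (0.02). Of 21 translation initiation genes, 0 were called in either direction (median 0.07, adjusted p = 0.0295, and adjusted p = 0.489 with an estimated correlation), with 10 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2. The counts were the same when adjusted over each list alone, and 12 of 30 fibroblast genes were higher in the same lines.

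Among the lists of other cell types and states, 4 of 21 primitive endoderm genes were higher and 1 lower in group I (camera, adjusted p = 0.565), 1 of 15 mesoderm genes was higher and 1 lower (0.565), and 1 of 18 trophectoderm genes was lower (0.841). Of 10 tested marker genes of the embryoid body experiment, 1, Nes, was lower (adjusted p = 0.841). By edgeR 0 genes were called in either direction among 10 of endoderm, 24 of the cell cycle, 4 of the Y chromosome and 2 of X inactivation (adjusted p = 0.841, 0.789, 0.658 and 0.195), 0 by DESeq2, and at an unadjusted p under 0.05 there were 1 higher and 2 lower of endoderm, 4 higher and 2 lower of the cell cycle, 0 of the Y chromosome and 1 higher of X inactivation. In all, 7 lists were higher and 9 lower in group I with camera at its preset correlation, 0 passed with an estimated correlation, where the lowest adjusted p was 0.104, and 17 passed with fry.

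The naive score was lower where the HIF-1 score was higher, also among lines of the same embryo and group (r = -0.665, permutation p = 0.014, adjusted p = 0.018; rho = -0.705, permutation p = 0.017, adjusted p = 0.022; 9 relations tested; r = -0.638 without the 2 farthest lines).

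X-linked genes, set against autosomal ones, were higher in embryo 2 than in embryo 1 by 0.27 on the log2 scale (exact permutation test, p = 0.0013, 354 genes) and differed between embryos 3 and 2 by -0.321 (p = 0.00058). An active X chromosome more in embryo 2 than in embryo 3 is a candidate explanation. The differences were well under 2-fold, however, and the Y-linked genes were low in both embryos. The number of active X chromosomes therefore stays open.

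Pseudogenes of 1 parent gene on different chromosomes varied across embryos more alike (mean similarity 0.406 over 132 pairs) than pseudogenes of different parents (0.0813; permutation test, p = 5e-04), which is consistent with reads that follow the parent's sequence rather than the locus. Reads shared with parents cannot be told apart from transcription of the pseudogenes, since 0 values in the table are not whole numbers and the rounding removed the fractions that would show it.

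On the corrected first component, the best division of the 19 lines into 2 parts held 0.811 of the variance, where a share of 0.0296 of 10000 draws from a normal distribution held as much and the 95th percentile of the draws was 0.796. The groups were drawn from this same component, so this does not decide between a single continuous spread and separate groups.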
